# Characterization of the Drosophila Adult Hematopoietic System Reveals a Rare Cell Population With Differentiation and Proliferation Potential

**DOI:** 10.3389/fcell.2021.739357

**Published:** 2021-10-13

**Authors:** Manon Boulet, Yoan Renaud, François Lapraz, Billel Benmimoun, Laurence Vandel, Lucas Waltzer

**Keywords:** hematopoiesis, blood cell progenitor, Drosophila, imago, Collier

## Abstract

While many studies have described Drosophila embryonic and larval blood cells, the hematopoietic system of the imago remains poorly characterized and conflicting data have been published concerning adult hematopoiesis. Using a combination of blood cell markers, we show that the adult hematopoietic system is essentially composed of a few distinct mature blood cell types. In addition, our transcriptomics results indicate that adult and larval blood cells have both common and specific features and it appears that adult hemocytes reactivate many genes expressed in embryonic blood cells. Interestingly, we identify a small set of blood cells that does not express differentiation markers but rather maintains the expression of the progenitor marker *domeMeso*. Yet, we show that these cells are derived from the posterior signaling center, a specialized population of cells present in the larval lymph gland, rather than from larval blood cell progenitors, and that their maintenance depends on the EBF transcription factor Collier. Furthermore, while these cells are normally quiescent, we find that some of them can differentiate and proliferate in response to bacterial infection. In sum, our results indicate that adult flies harbor a small population of specialized cells with limited hematopoietic potential and further support the idea that no substantial hematopoiesis takes place during adulthood.

## Introduction

Several aspects of blood cell development and functions are conserved between mammals and Drosophila (Hartenstein, 2006; Banerjee et al., 2019). Hence, this insect has been extensively used as a simple genetic model organism to study the fundamental bases underlying hematopoiesis and blood cell functions (Letourneau et al., 2016; Boulet et al., 2018). Yet, while much effort has been devoted to the characterization of Drosophila blood cells at the embryonic and larval stages, the adult stage remains less well characterized and conflicting data have been published (see below). Thus, further work is essential to gain a better understanding of the composition and dynamics of the adult hematopoietic system.

As in vertebrates, Drosophila hematopoiesis occurs in successive waves and stems from mesoderm-derived blood cell progenitors (called prohemocytes) (Banerjee et al., 2019). These progenitors can give rise to three main differentiated cell types, collectively called hemocytes and related to vertebrate myeloid cells: plasmatocytes, crystal cells, and lamellocytes (Gold and Bruckner, 2015; Parsons and Foley, 2016). Plasmatocytes are macrophages that form the bulk of the population; they are essentially implicated in tissue remodeling and in the cellular immune response, while crystal cells are implicated in clotting and melanization (an insect-specific immune response). Lamellocytes are normally barely present but their differentiation is massively induced in the larvae in response to pathological situations, such as infestation by parasitoid wasp eggs.

Plasmatocytes and crystal cells are first produced in the embryo after a small group of prohemocytes emerges from the early head mesoderm and differentiates (Tepass et al., 1994; Lebestky et al., 2000; Bataille et al., 2005). These embryo-derived hemocytes compose the larval peripheral blood cells, which are observed either as free circulatory cells in the hemolymph or attached under the cuticle (Holz et al., 2003; Makhijani et al., 2011). Interestingly, differentiated larval plasmatocytes can not only proliferate but also transdifferentiate into crystal cells (Makhijani et al., 2011; Leitao and Sucena, 2015), and it was proposed that the increase in peripheral blood cells during larval development relies on self-renewing plasmatocytes (Gold and Bruckner, 2015). Yet, undifferentiated blood cells were also described among peripheral hemocytes (Sinenko et al., 2010) and recent single-cell sequencing experiments suggest that proliferative plasmatocytes retain a progenitor signature (Cattenoz et al., 2020, 2021; Tattikota et al., 2020). In parallel, a second wave of hematopoiesis takes place during the larval stages in a specialized organ called the lymph gland (Lanot et al., 2001). The lymph gland precursors derive from the embryonic lateral mesoderm and develop in close association with the anterior part of the dorsal vessel (Crozatier et al., 2004; Mandal et al., 2004). In third instar larvae, the lymph gland is composed of three to four pairs of lobes separated by pericardial cells (Lanot et al., 2001; Rodrigues et al., 2021). The posterior lobes are essentially composed of prohemocytes (Rodrigues et al., 2021), while the anterior lobes contain blood cells progenitors, their differentiated progenies (plasmatocytes and crystal cells), and a small cluster of cells that form a niche, called the posterior signaling center (PSC) (Jung et al., 2005; Letourneau et al., 2016). In normal situations, lymph gland blood cells are released into circulation during pupation when the lymph gland disperses (Honti et al., 2010; Grigorian et al., 2011).

By comparison, the adult hematopoietic system of the fly remains poorly characterized (Banerjee et al., 2019). Initial examinations failed to reveal the presence of an hematopoietic organ but showed that hemocytes are scattered throughout the imago, mostly as sessile populations, and accumulate along the heart in the abdomen (Elrod-Erickson et al., 2000; Lanot et al., 2001), a general feature among insects (Yan and Hillyer, 2020). In addition, it seemed that all the hemocytes were non-dividing phagocytic cells whose number and phagocytic activity decrease with age (Lanot et al., 2001; Mackenzie et al., 2011; Woodcock et al., 2015). Besides, transplantation experiments showed that both embryonic and larval hematopoietic anlagen contribute to the adult blood cells (Holz et al., 2003). Hence, the prevailing view was that the adult hematopoietic system was solely composed of mature plasmatocytes derived from the embryonic and larval stages, and that no hematopoiesis took place during adulthood. Yet, some data suggested a more contrasted situation. First, the analysis of different markers revealed that crystal cells and distinct subpopulations of plasmatocytes are present in the adult (Kurucz et al., 2007; Clark et al., 2011). Second, a seminal study by Ghosh et al. (2015) suggested that hematopoiesis also occurs in the imago. Indeed, the authors proposed that blood cell progenitors capable of differentiation persist in the adult and they observed plasmatocyte proliferation in response to *Escherichia coli* infection (Ghosh et al., 2015). However, these findings were refuted by a subsequent publication (Sanchez Bosch et al., 2019), in which the authors disproved the claim that the GATA factor Serpent (Srp) is a marker of adult blood cell progenitors and found no evidence for blood cell proliferation or differentiation.

Here, we set out to better characterize the Drosophila adult hematopoietic system. First, we established the gene expression profile of adult hemocytes and compared it to their larval ascendant (larval peripheral hemocytes and lymph gland) to define the common and specific features of these immune cells. Next, we used a panel of hematopoietic markers to assess their expression in the imago and to gain a better appreciation of the adult blood cell landscape diversity and evolution with age. Finally, we focused our analysis on a small population of adult blood cells that does not express hemocyte differentiation markers. We show that they originate from the PSC rather than from larval blood cell progenitors and that they can proliferate and differentiate in response to infection albeit unfrequently. These PSC-derived cells most probably account for the previously reported population of adult blood cell progenitor. Our findings are discussed in view of the current controversies in the field.

## Materials and Methods

### Fly Strains

The following strains were used in this study: *w*^1118^ (BL3605), *srpD-GAL4* (Waltzer et al., 2002; Crozatier et al., 2004), *srpHemo-H2A-3xmCherry* (Gyoergy et al., 2018) (BL78361), *HmlΔ-GAL4* (Sinenko and Mathey-Prevot, 2004) (BL30141 and BL30140), *crq-GAL4* (Olofsson and Page, 2005) (BL25041), *lz-GAL4* (Lebestky et al., 2000) (BL6313), *sn-GAL4* (Avet-Rochex et al., 2010; Zanet et al., 2012), *dot-GAL4* (Kimbrell et al., 2002) (BL6902), *dome^*PG125*^-GAL4* (Bourbon et al., 2002), *domeMeso-GAL4* (Oyallon et al., 2016), *tep4-GAL4* (Avet-Rochex et al., 2010) (DGRC #105442), *Ance^*MiMiC*^-GFP* (BL59829), *pcol85-GAL4* (Crozatier et al., 2004), *col(GMR13A11)-GAL4* (BL49248), *Antp-GAL4* (Mandal et al., 2007), *Ubx(M3)-GAL4* (de Navas et al., 2006), *Pxn-GAL4* (Stramer et al., 2005), *Pxn-RedStinger* (Rodrigues et al., 2021), *BcF2-GFP* (Gajewski et al., 2007), *BcF6-mCherry* (Tokusumi et al., 2009a), *msnF9-mCherry, msnF9-GFP* (Tokusumi et al., 2009b), *Cg-GAL4* (Asha et al., 2003) (BL7011), *Cg25C-GFP* (Sorrentino et al., 2007), *UAS-RNAi col* (Baumgardt et al., 2007), *kn*^*col1*^ and *kn^*col1*^P{col5-cDNA}* (Crozatier and Vincent, 1999), *UAS-Bax* (Gaumer et al., 2000), *hop^*Tum*–*l*^* (BL8492), *UAS-2xEGFP* (BL6874), *UAS-2xEYFP* (BL6660) *UAS-RedStinger* (BL8546), *UAS-mCD8GFP* (BL5138), *UAS-RNAi srp* (VDRC109521), *tubP-Gal80^*ts*^* (BL7018), *G-TRACE* (*UAS-RedStinger, UAS-FLP, Ubi-p63E(FRT.STOP)Stinger)* (BL28281), *UAS-FUCCI (UAS-GFP.E2f1.1-230, UAS-mRFP1.NLS.CycB.1-266)* (BL55110).

Drosophila stocks and crosses were maintained on standard fly medium (75 g/l organic corn flour, 28 g/l dry yeast, 40 g/l sucrose, 8 g/l agar, 10 ml/l Moldex 20%). All crosses and collections were performed at 25°C with the exception of experiments involving *tub-GAL80^*ts*^*, which were performed at 18°C before transferring the progenies to 29°C as indicated in the result section.

### Adult Blood Cells Preparations

To bleed adult flies, aged-matched mated individuals were anesthetized, washed in 70% ethanol and air dried before cutting the last abdominal segment with a clean scalpel. Then a fine glass needle was inserted in the anterior part of the thorax and PBS was perfused under air pressure. Flushed hemocytes were collected in a 12-well plate (Nunc) containing 600 μl PBS and a round glass coverslip. In general, six drops of PBS (∼60 μl) were collected per fly and five flies were bled in a single well. The plates were centrifuged at 1000 rpm for 2 min before adding 300 μl of 16% formaldehyde for 30 min. For *in situ* observation of blood cells in adult abdomen, flies were dissected essentially as described in Ghosh et al. (2015). Briefly: flies were anesthetized, stuck on their dorsal side in a paraffin-coated plastic dish and dissected in PBS. The wings and most of the thorax were discarded and the ventral abdomen was incised on both sides with thin scissors before delicately removing the gonads and the gut. The dissected abdomens were fixed in 4% formaldehyde for 30 min. Samples were then processed as described below for immunofluorescence and/or confocal imaging.

### Immunostainings and *in situ* Hybridizations

Immunostainings and RNA *in situ* hybridizations were essentially performed as described in Miller et al. (2017). The following antibodies were used: mouse anti-P1/NimC1 (Kurucz et al., 2007), mouse anti-Col (Krzemien et al., 2007), mouse anti-β integrin/Myospheroid (CF6.G11, DSHB), mouse anti-Antp (8C11, DSHB), rabbit anti-GFP (Torrey Pines), anti-DIG coupled to alkaline phosphatase (Roche) and Alexa-fluor labeled secondary antibodies (Molecular Probes). Nuclei were stained with DAPI and the actin cytoskeleton with fluorescent labeled phalloidin (Molecular Probes). The slides were mounted in Vectashield (Vector Laboratories) and observed under a confocal microscope (Zeiss LSM800 or Leica SP5). Confocal images are displayed as maximum intensity projection of Z-stacks.

### Bacterial and Wasp Infections

*Escherichia coli* (DH5α strain) were grown overnight in LB broth and pelleted at 4000 rpm for 15 min. A fine tungsten needle was dipped in the bacterial pellet and inserted into the dorsal abdomen or under the wing hinge of anesthetized 1-week-old females. A heat-sterilized tungsten needle was used to prick the flies that were used as non-infected control. Three groups of 10 flies were used in each experiment. The flies were then reared for 16 h (FUCCI experiments) to 96 h (G-TRACE experiments) and dissected or bled as described above. For wasp infestations, late second instar larvae were subjected to parasitism by ∼10 *Leptopilina boulardi* (strain G486) females for 2 h, as described previously (Benmimoun et al., 2015). Successful infestation was assessed by looking for melanotic nodule 48 h later. The corresponding larvae were transferred to fresh vial and the surviving adult flies were bled 5 days after emergence.

### EdU Incorporation Assays

For EdU incorporation assays, 2-day-old *domeMeso-GAL4, UAS-EYFP* females were grown on 2 ml of fly food medium supplemented with 0.4 mM EdU (5-ethynyl-2′-deoxyuridine) for 5 days before infection with *E. coli* as described above. After 24 h on medium containing fresh EdU, infected and control flies were bled and EdU incorporation in hemocytes was assessed using Click-IT Plus EdU kit with AlexaFluor 555 dye according to the manufacturer’s instructions (Molecular Probes #C10638).

### RNA-Sequencing

For RNA-seq experiments, wandering third instar larvae or 4- to 5-day-old adult *w*^1118^ females were used to prepare independent biological triplicates. Adult blood cells were retrieved by perfusing the flies with PBS as described above and directly collected in a 1.5 ml Eppendorf tube on ice. Peripheral larval blood cells were collected by delicately peeling the dorsal cuticle with forceps and dripping the larva in a 5 μl drop of PBS on parafilm. Upon microscopic examination, we found that >90% of the cells retrieved with this protocol were hemocytes (*Pxn-RedStinger^+^*), with no visible contamination by fat body cells. The anterior lobes of the larval lymph glands were dissected in PBS. Blood cells and lymph glands were transferred to 1.5 ml Eppendorf tubes, pelleted by centrifugation at 1000 rpm for 2 min and processed for RNA extraction using Arcturus PicoPure RNA kit (ThermoFisher #KIT0204). For each replicate, ∼100 adult flies and 20 larvae were used. RNA samples were run on Agilent Bioanalyzer to assess sample quality and concentration. Samples were converted to cDNA using Nugen’s Ovation RNA-Seq System (Catalog # 7102-A01). Libraries were generated using Kapa Biosystems library preparation kit (#KK8201) and multiplexed libraries were sequenced on a 1x75 flow cell on the HiSeq2000 device (Illumina). Reads were filtered and trimmed to remove adapter-derived or low-quality bases using Trimmomatic and checked again with FASTQC. Illumina reads were aligned to Drosophila reference genome (dm6 Ensembl release 70) with Hisat2. Read counts were generated for each annotated gene using HTSeq-Count. RPKM (Reads Per Kilobase of exon per Megabase of library size) values were calculated using Cufflinks. Reads normalization, variance estimation and pair-wise differential expression analysis with multiple testing correction was conducted using the R Bioconductor DESeq2 package. Heatmaps and hierarchical clustering were generated with “pheatmap” R package. Gene ontology enrichment analyses were performed using Genomatix. The RNA-seq data were deposited on GEO under the accession number GSE174107.

### Real-Time Quantitative Polymerase Chain Reaction

For RT-quantitative polymerase chain reaction (qPCR), RNA samples were prepared from adult or larval bleeds and larval lymph glands (dissected as described above) using RNeasy kit (Qiagen) with an additional on-column DNAse treatment with RNase-Free DNase Set (Qiagen). Reverse transcription was performed with SuperScript IV Reverse Transcriptase (ThermoFisher) according to manufacturer’s instruction on 100 ng of RNA and using a mix (1:1) of random primers (Invitrogen) and oligo dT (Promega). qPCRs were performed with SsoFast EvaGreen (Biorad) on a LightCycler 480 Instrument II (Roche Life Science). The sequences of the primers used to assess the expression of the different genes are provided in Supplementary Table 1. qPCR data were analyzed with ΔΔCt method and gene expressions were normalized to *rp49* (synonym*: RpL32*). All experiments were performed using biological triplicates.

## Results

### Adult Blood Cells Exhibit a Distinct Gene Expression Profile as Compared to Larval Blood Cells

As a first step to characterize Drosophila adult hematopoietic system, we used a perfusion protocol similar to the one used to bleed mosquitoes (Muller et al., 1999) in order to retrieve adult blood cells and define their gene expression program (see the section “Materials and Methods”). We found that ∼99% of the cells collected with this technique in 5-day-old flies expressed the pan-hemocyte marker *srp* as revealed by using the *srpD-GAL4* driver (Waltzer et al., 2002) or the *srpHemo-H2A::3mCherry* reporter (Gyoergy et al., 2018; Figures 1A,C,E), indicating that this approach allows to obtain clean blood cell preparations. Of note, when using young adults (24–48 h after eclosion), the bleeds were contaminated with remnants of the larval fat body (Figure 1B, arrow), which is known to dissociate into large individual adipose cells during metamorphosis (Nelliot et al., 2006) and gets cleared in the first 2 days of adulthood (Aguila et al., 2007). Using aged flies (35-day-old), we found that ∼4.6% of the cells did not express *srp* and we recovered fewer hemocytes (Figures 1D–F), which is consistent with previous reports showing that blood cell number decreases with aging (Mackenzie et al., 2011; Woodcock et al., 2015; Sanchez Bosch et al., 2019).

**FIGURE 1:**
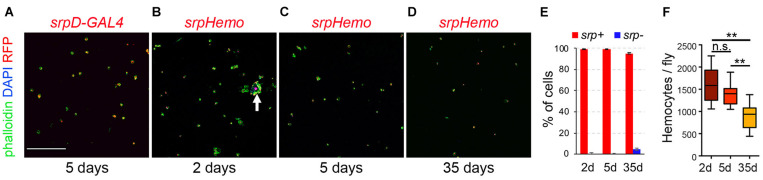
Recovery of Drosophila blood cell by bleeding. **(A–D)** Confocal images of cells recovered from *srpD-GAL4,UAS-mCherry* (**A**, *srpD-GAL4*) or *srpHemo-His2A-RFP* (**B–D**, *srpHemo*) adult females. Cells were counterstained with phalloidin (green) and DAPI (blue). The age of the flies is indicated below each panel. Scale bar: 200 μm. The arrow in panel **(B)** indicates a fat body cell surrounded by hemocytes. **(E)** Quantifications of the proportion of cells (DAPI^+^) expressing *srpHemo-His2A-RFP* according to fly age. Means and standard deviations of five independent experiments are shown. A total of 2316, 2351, and 1516 cells were counted in 2- day-, 5- day-, and 35-day-old flies, respectively. **(F)** Quantifications of the absolute number of cells recovered per fly at different ages. Means and standard deviations from eight independent experiments are represented. Kruskal–Wallis test was used for statistical analysis. n.s., non-significant (*p* > 0.05); **p < 0.01.

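RNA was sequenced from adult hemocytes (AD) obtained by flushing w1118 females with PBS, from larval peripheral hemocytes (PH) released by opening the cuticle of wandering L3 larvae, and from the anterior lobes of dissected larval lymph glands (LG). Each group had 3 biological replicates, which makes 9 samples. The paper's methods name the PicoPure RNA kit and the HiSeq2000 device, whereas the deposited descriptions name the RNeasy Plus Micro kit and the NextSeq platform. According to the methods, the authors trimmed the reads with Trimmomatic, aligned them to dm6 with Hisat2, counted them per gene with HTSeq-Count and calculated RPKM (reads per kilobase of exon, scaled to the size of the library) with Cufflinks. The deposited values are RPKM for 17490 genes, of which 98.9% were matched to the genes of the BDGP6.54 annotation by their identifier or symbol. When each value was multiplied by the summed length of the annotated exons of the gene, 97.8 to 97.9% of the values above 0 in a sample became whole reads within 0.02 reads, given 1 library total per sample between 3019882 and 9033157. In all 9 samples, this total divided by the median-of-ratios size factor of the recovered reads lay between 4326234 and 4340992, so the deposited values already carry a median-of-ratios scaling between samples. Expression is given below as mean RPKM ± SD over the replicates. Groups were compared in pairs with limma on log2(RPKM + 1), over the genes with RPKM above 1 in at least 3 of the 6 samples, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p-value below 0.01 and a fold change above 2, the thresholds of the paper. Adding 1 to each RPKM value makes the fold change of a gene near RPKM 1 smaller than the ratio of its means.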

Next, we established the gene expression profile of adult hemocytes collected from 5-day-old flies by RNA sequencing. For comparison, we also established the transcriptome of third instar larval peripheral hemocytes (i.e., embryo-derived hemocytes) and lymph gland hemocytes. All experiments were performed in biological triplicates and at least 14 million mapped reads per sample. 

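The reads recovered from the deposited RPKM values numbered 2920664 to 3201825 per AD sample (median 3122335), 4999411 to 6534561 per PH sample (median 5115896) and 2745573 to 6779942 per LG sample (median 4903388). Between 43.0 and 61.5% of them lay on rRNA genes and pseudogenes. The 37 mitochondrially encoded genes are listed at 0 in every sample. Mapped reads were not used here, and the recovered reads are those on the 17301 genes with a known exon length. Limits given for genes at 0 reads below are those of 3 reads in a library, and they cover counting error only. Over the 8065 genes with RPKM above 1 in at least 3 of the 9 samples, Pearson's r of log2(RPKM + 1) between replicates was 0.946 to 0.950 in AD, 0.959 to 0.974 in PH and 0.904 to 0.954 in LG, computed across genes, which are not independent replicates. The median SD of a gene between replicates was 0.24 in AD, 0.23 in PH and 0.30 in LG on the log2 scale.

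**Figure D1:**
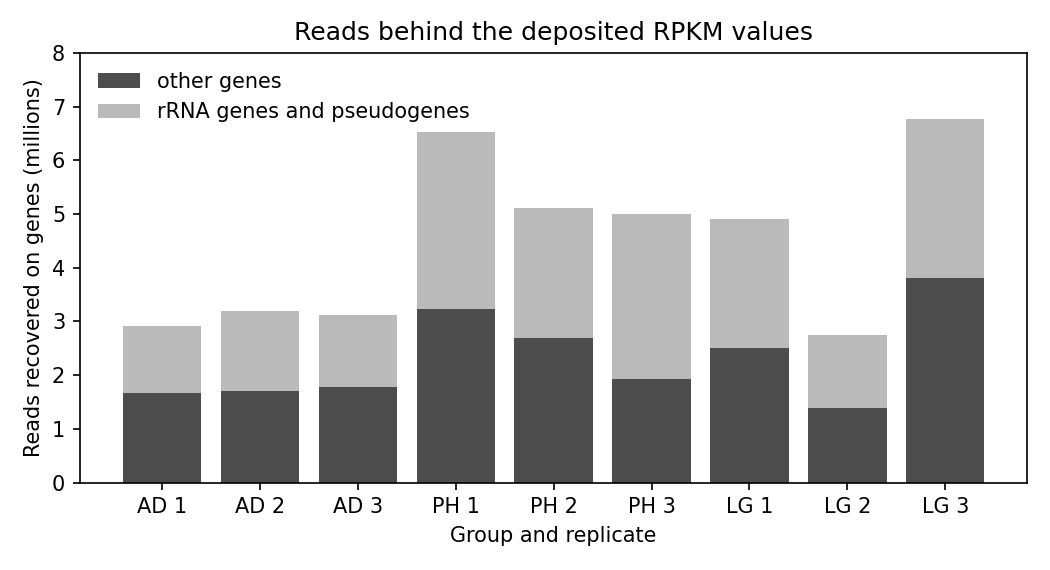
Reads recovered on genes (vertical axis) in each sample, as stacked bars of rRNA genes and pseudogenes (light) and all other genes (dark). The AD samples hold 2920664 to 3201825 reads and LG replicate 3 holds 6779942.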

We found that 6802 genes were expressed with a RPKM > 1 in all three samples of adult hemocytes (corresponding to 39% of the genes in Drosophila reference genome dm6) (Supplementary Table 2). Similarly, larval peripheral blood cells and lymph gland hemocytes expressed 6282 and 6220 genes (Supplementary Tables 3, 4), respectively. 

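In AD, 6802 of the 17490 genes (38.9%) had RPKM above 1 in all 3 samples. For a gene with 1 kilobase of exon, RPKM 1 stood for 3.02 to 3.31 reads in an AD sample. The number of genes expressed in AD depended most on the threshold and the number of samples required, with 5897 genes at RPKM above 2 in all 3 samples and 7571 genes at RPKM above 1 in at least 2 of 3. The first 1999 of the 6802 genes of Supplementary Table 2 could be read, and the values of all 1999 equal the deposited RPKM.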

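RPKM above 1 in all 3 samples was met by 6282 genes (35.9%) in PH and by 6220 genes (35.6%) in LG. At RPKM 1, a gene with 1 kilobase of exon had 3.85 to 6.36 reads in a PH sample and 3.03 to 9.03 reads in an LG sample. Genes with RPKM above 0 numbered 8828 to 9461 in a PH sample, 8564 to 9809 in an LG sample and 9490 to 9560 in an AD sample.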

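Of the 7620 genes expressed in at least 1 group, 5351 were expressed in all of them, which is 78.7% of the genes expressed in AD, 85.2% of those in PH and 86.0% of those in LG. Expression in AD alone was found for 868 genes. Of these, 473 exceeded RPKM 1 in at least 1 larval sample without doing so in all 3 samples of a larval group, and 78 were at 0 in all 6 larval samples. Another 322 genes were shared by AD and PH alone, 261 by AD and LG alone and 399 by PH and LG alone.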

As shown in Figure 2A, adult hemocytes (AD), lymph gland (LG) and larval peripheral hemocytes (PH) shared the expression of 5351 genes, i.e., between 79 and 86% of their respective transcriptome. 

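All 268 hemocyte markers of Supplementary Table 5 were found among the deposited genes. Of these, 80.6% were expressed in AD, against 38.9% of all genes, a ratio of 2.07 (one-sided Fisher's exact test against all deposited genes, p = 5.6e-45, adjusted p = 1.7e-44 over 3 tests). By the same Fisher's exact test the share was 73.9% in PH, a ratio of 2.06 (p = 3.5e-37, adjusted p = 3.6e-37), and 73.5% in LG, a ratio of 2.07 (p = 3.6e-37, adjusted p = 3.6e-37).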

Among the 268 genes annotated in Flybase (FB_2021_02) as being expressed in blood cells (i.e., hemocytes, plasmatocytes, crystal cells, lamellocytes or prohemocytes, Supplementary Table 5), 216 were retrieved in our adult hemocyte data set (2.1-fold over-enrichment, *p*-value < 5.5E-45), 197 in the lymph gland (2.1-fold over-enrichment, *p*-value < 3.5E-37), and 198 in peripheral hemocytes (2.0-fold over-enrichment, *p*-value < 3.4E-37), with 188 being common to all three samples (Supplementary Figure 1). Thus, most hemocyte markers expressed in larval blood cells are also expressed in the adult. 

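Of the 206 hemocyte markers expressed in PH or LG, 201 were also expressed in AD, and 15 further markers were expressed in AD alone. The larval markers that did not pass RPKM 1 in all 3 AD samples were *CG31337* (PH and LG), *Tsp2A* (PH) and *odd*, *tup* and *Gasp* (LG), listed here after their values were seen. *odd* had 1.57 ± 0.964 RPKM in AD and 44.1 ± 2.12 RPKM in LG (SD, n = 3), and *CG31337* had 0.910 ± 0.812 RPKM in AD and 75.0 ± 12.0 RPKM in PH. *Tsp2A* had 2.69 ± 2.72 RPKM in AD and 5.79 ± 2.34 RPKM in PH, so its absence from the AD set reflects the spread between AD samples. *Gasp* had 1.65 ± 1.90 RPKM in AD and 4.52 ± 3.00 RPKM in LG, and *tup* had 0.127 ± 0.111 and 1.53 ± 0.540 RPKM.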

Notably, 11 of these hemocyte markers (*Col4a1/Cg25C, Ppn, Nplp-2, Pxn, Fer2LHC, Fer1HCH, PPO2, PPO1, crq, Sr-Cl* and *Glt*) were among the 60-most strongly expressed genes in adult blood cells (Supplementary Table 2). In contrast, *gcm* and *gcm2*, which were shown to be expressed in embryonic but not in larval blood cells (Avet-Rochex et al., 2010; Bazzi et al., 2018; Ramond et al., 2020), were not detected in adult (or larval) hemocyte RNA-seq samples (Supplementary Tables 2–4).

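Ranked by mean RPKM in AD, the 60 most expressed genes included 15 hemocyte markers of Supplementary Table 5, where 1.91 would be drawn at random from the genes expressed in AD (one-sided Fisher's exact test, p = 3.1e-10). They included *Fer2LCH* (rank 12, 1884 ± 192 RPKM), *Ppn* (rank 13, 1866 ± 191), *Col4a1* (rank 18, 1292 ± 90.9), *Nplp2* (rank 19, 1251 ± 214), *Fer1HCH* (rank 32, 918 ± 91.9), *PPO2* (rank 37, 859 ± 31.2), *PPO1* (rank 44, 714 ± 32.2), *crq* (rank 52, 649 ± 10.5), *Sr-CI* (rank 54, 617 ± 61.9) and *Glt* (rank 57, 607 ± 83.6; SD, n = 3). The others were *regucalcin*, *vsg*, *Hml*, *Cp1* and *CG1092*, listed here after their ranks were seen. *Pxn* had 128 ± 12.4 RPKM and rank 337, below the 590 RPKM of the gene ranked 60. The 60 genes also held 10 ribosomal protein genes and 6 rRNA genes or pseudogenes, and without such genes 19 of the 60 highest were markers. *Nplp2* differed widely between LG samples, with 1583 RPKM in replicate 1, 59.5 in replicate 2 and 815 in replicate 3.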

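*gcm* (FBgn0014179, chromosome 2L from 9579498 to 9581745) had 0 reads in AD and in LG and 1 read in a single PH sample. In AD, 0 reads allow up to 0.457 RPKM of *gcm* in the sample with the fewest reads. *gcm2* (FBgn0019809, chromosome 2L from 9608562 to 9612706) had 0 reads in all 9 samples, which allows up to 0.427 RPKM in AD, 0.335 RPKM in PH and 0.425 RPKM in LG. Neither gene was therefore detectable in AD at this depth.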

**FIGURE 2:**
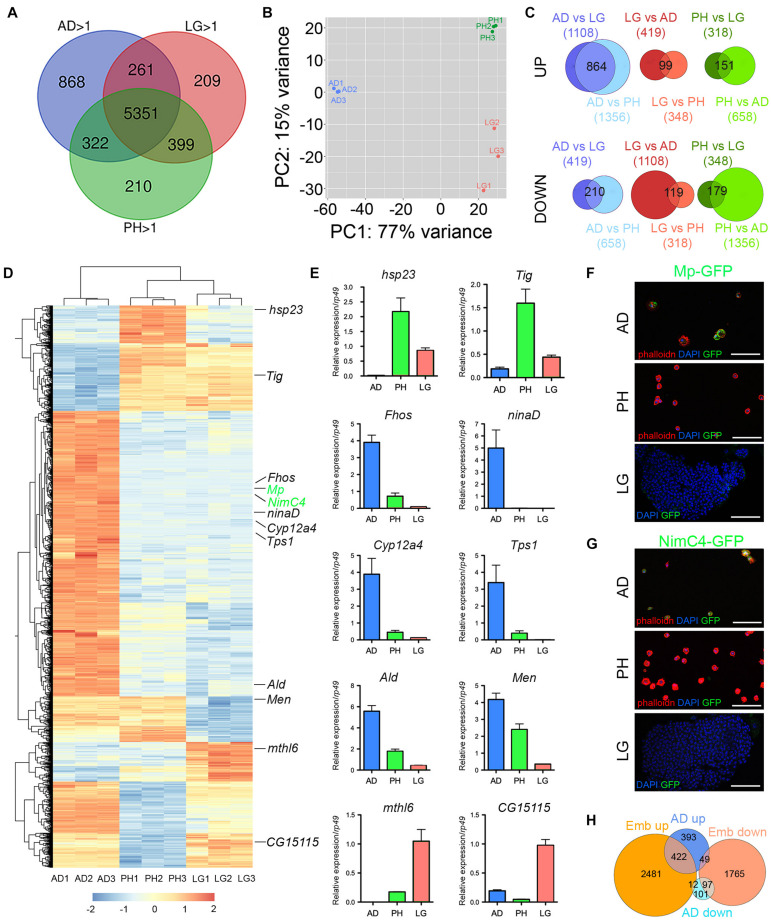
Analysis of adult blood cell gene expression profile. **(A)** Venn diagrams showing the number of genes expressed (RPKM > 1 in all three biological replicates) in adult hemocytes (AD), larval peripheral hemocytes (PH) and larval lymph glands (LG) as determined by RNA-seq on *w*^1118^ females. **(B)** Principal component analysis of the RNA-seq profiles of adult, peripheral and lymph gland biological triplicates. **(C)** Venn diagrams showing the overlaps between differentially expressed genes in pairwise comparisons (adjusted *p*-value < 0.01 and fold change > 2). Upper panels: up-regulated genes. Lower panels: down-regulated genes. The number of up- or down-regulated genes in each condition is indicated in brackets and the number of genes commonly deregulated is indicated in the Venn diagram intersection. **(D)** Heat map of the genes differentially expressed between adult *versus* larval hemocytes. The genes tested in panels **E** to **G** are indicated. **(E)** The expression level of the indicated genes was determined by RT-qPCR on adult hemocytes, larval peripheral hemocytes and larval lymph glands. Expression levels were normalized to *rp49*. Means and SEM from three independent experiments are represented. **(F,G)** Confocal images showing GFP expression in adult and larval hemocytes from *Mp-GFP* **(F)** or *NimC4-GFP* **(G)** reporter lines. Nuclei were stained with DAPI (blue). For adult and larval peripheral hemocytes (upper and middle panels), the samples were stained with phalloidin (red). Lower panels show a lymph gland anterior lobe. Scale bar: 50 μm. **(H)** Venn diagrams showing the overlaps of up- or down-regulated genes between adult *versus* larval hemocytes (AD, blue) or embryonic *versus* larval hemocytes (Emb, orange).

Despite expressing many genes in common, adult and larval hemocytes also exhibit distinct features. Indeed, principal component analysis showed that 77% of gene expression variance among samples was accounted by stage differences (adult *versus* larva) (Figure 2B). Furthermore, differential gene expression analysis with DESeq2 revealed that 1074 genes were differentially expressed between adult blood cells and both larval peripheral hemocytes and lymph glands (adjusted *p*-value < 0.01 and fold change > 2), with 864 genes up-regulated and 210 down-regulated in adult hemocytes (Figures 2C,D and Supplementary Table 6). 

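In a principal component analysis of log2(RPKM + 1) over 8065 genes, centered and not scaled, the first component carried 61.9% of the variance and the second 20.8%. On the first component the AD samples lay between 81.4 and 88.7 and the larval samples between -47.8 and -35.1. The second component separated PH (39.5 to 41.6) from LG (-53.7 to -30.2). The share of the first component depended on the genes used: it was 78.1% over the 500 genes with the highest variance and 43.9% when every gene was scaled to unit variance. With 1 sample left out in turn it ranged from 51.8% (without AD replicate 1) to 68.0% (without LG replicate 1).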

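Between AD and PH, 1773 genes were called higher and 1071 lower in AD out of 7692 tested, and between AD and LG, 1553 were higher and 805 lower out of 7748. In both comparisons together, 1203 genes were higher and 456 lower in AD. The median log2 fold change of the higher genes was 2.24 against PH and 2.25 against LG, and that of the lower genes was -1.82 and -1.69. As a ratio to the original, the counts against both groups moved most without AD replicate 1 (516 higher) and with a pseudocount of 5 (237 lower). Without AD replicate 2 or 3, 531 and 545 genes were higher. With any AD replicate left out, genes expressed in AD alone cannot pass the filter of 3 samples. The split between higher and lower genes depended on the scaling between samples. Quantile normalization gave 1457 higher and 1437 lower genes against PH, 1252 and 1180 against LG and 977 and 682 against both. Scaling to the total recovered reads gave 1295 and 1171 against LG, and scaling to the reads outside rRNA genes gave 1226 and 1325 against LG and 987 and 674 against both. The median of all genes moved by -0.22 against PH and -0.23 against LG under quantile normalization, by 0.10 and -0.23 under total reads, and by -0.12 and -0.30 under reads outside rRNA genes. The scalings to reads were chosen after the data were seen.

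**Figure D2:**
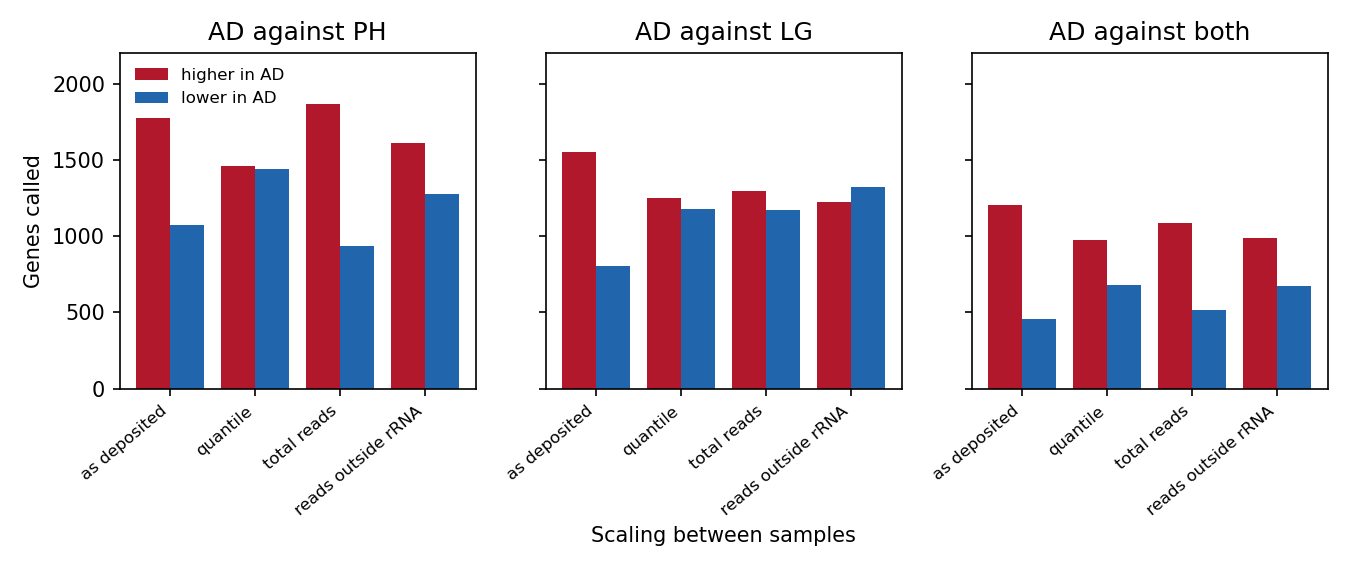
Number of genes called higher (red) or lower (blue) in AD against PH, LG and both, with the values as deposited and under 3 other scalings between samples. Higher genes outnumber lower genes against both groups under each scaling (987 and 674 with reads outside rRNA genes), and against LG the order turns with that scaling (1226 and 1325).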

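The genes with the largest change against both larval groups were *Yp1* (4214 ± 1145 RPKM in AD, log2 fold change 10.93 against PH and 10.63 against LG), *Yp2* (3341 ± 677 RPKM, 10.83 and 10.44) and *Yp3* (2265 ± 386 RPKM, 9.43 and 10.28), which encode yolk proteins. All 5 tested genes of a list of adult fat body genes, these among them, were higher in AD. *Yp1* had 16.4 RPKM in LG replicate 1 and 0 in the other LG replicates. *CG6503* (496 ± 88.7 RPKM in AD; SD, n = 3) had 1 read in PH and 0 reads in LG and was at least 205-fold higher in AD than the limit in LG. *IM2* (566 ± 35.9 RPKM) had 1 read in PH and 3 in LG. The largest falls in AD were those of *CG31337* (log2 fold change -5.41 against PH and -5.53 against LG), *Cpr49Ac* (-9.09 and -5.07), FBgn0000210 (-4.96 and -4.80), *Pen* (-4.74 and -4.68) and *CG10764* (-5.17 and -4.49). Among the genes marked in Figure 2D, *Fhos*, *Tps1*, *Cyp12a4*, *Ald*, *Men* and *Mp* were called higher in AD in both comparisons, with log2 fold changes from 2.66 (*Men*) to 6.71 (*Tps1*) against PH and from 3.05 (*Men*) to 6.89 (*Tps1*) against LG. *ninaD* had 236 ± 24.6 RPKM in AD and 0 reads in PH, at least 542-fold less, and all its 22 LG reads came from 1 sample. *Tig* fell by 2.52 against PH and by 2.32 against LG (adjusted p = 1.7e-05 and 7.6e-05 from limma). *mthl6* had 0 reads in AD and was at least 119-fold higher in LG and at least 3.78-fold higher in PH. *Hsp23* was lower in AD than in PH (-6.79), but its change against LG was -1.08 and not called (adjusted p = 0.42, and 0.088 on the log2 scale without LG replicate 2). *CG15115* was higher in AD than in PH (1.60, adjusted p = 0.0024) and lower than in LG (-2.35, adjusted p = 0.0010), and its call against PH held in 3 of 6 fits with a sample left out. From the principal component analysis and the differential expression, the paper reasons that adult and larval hemocytes, despite many shared genes, also have distinct features.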

For comparison, 330 genes were differentially expressed between larval peripheral hemocytes and both adult blood cells and lymph glands (151 up-regulated, 179 down-regulated), and 218 genes were differentially expressed between lymph glands and both adult and larval peripheral hemocytes (99 up-regulated, 119 down-regulated). For instance, consistent with previous immunostaining results (Kurucz et al., 2007), we observed that *Hemese* (*He*) expression was down-regulated in adult hemocytes as compared to larval ones (Supplementary Table 6). In addition, to validate these results, we performed RT-qPCR on several genes that were differentially expressed between adult and larval blood cells using independent RNA samples. 

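Against both other groups, 268 genes were higher and 234 lower in PH, and 135 were higher and 191 lower in LG. Between PH and LG alone, 541 genes were higher and 466 lower in PH out of 7088 tested. With the values scaled to total recovered reads, the counts were 177 higher and 330 lower in PH, and 259 higher and 126 lower in LG. The median of all genes moved by -0.33 between PH and LG under that scaling and by -0.19 with reads outside rRNA genes, which gave 230 higher and 137 lower genes in LG. Quantile normalization gave 181 higher and 153 lower genes in LG. Without LG replicate 3, 43 genes were higher and 105 lower in LG, and without LG replicate 2 there were 160 and 265. With an LG replicate left out, genes expressed in LG alone cannot pass the filter of 3 samples.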

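*He* (FBgn0028430) lies on chromosome 2L from 13972096 to 13972947 in the BDGP6.54 annotation. Its expression was 7.45 ± 1.81 RPKM in AD, 139 ± 36.7 in PH and 133 ± 28.4 in LG (SD, n = 3), from 47 reads in AD, 1403 in PH and 1703 in LG. The log2 fold change was -4.04 against PH (standard error 0.23, adjusted p = 2.2e-06 from limma) and -3.99 against LG (standard error 0.23, adjusted p = 1.1e-05). It stayed between -4.23 and -3.85 against PH and between -4.18 and -3.81 against LG with any 1 sample left out. The gene overlaps *NimB5* on the opposite strand by 78 bp, and *NimB5* had 136 RPKM in AD and 11.3 RPKM in PH. *He* ranked 10 of the 456 lower genes by the smaller of its changes.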

Thereby, we confirmed that *hsp23, Tig, mthl6* and *CG15115* were downregulated in adult hemocytes while *ninaD, Fhos, Tps1, Cyp12a4*, *Ald* and *Men* were up-regulated (Figure 2E). Furthermore, reporter lines for *NimC4* and *Mp* also showed that these two genes were expressed in adult but not in larval hemocytes (Figures 2F,G).

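Lists of genes for glycolysis (13 genes), the TCA cycle (15 of 16 named genes found) and oxidative phosphorylation (84 nuclear genes, 63 tested) were compared between groups with camera, a limma test of a list against all other genes, with an inter-gene correlation of 0.01. The median log2 fold change of the glycolysis genes was 2.16 against PH and 2.04 against LG (adjusted p = 9.9e-08 and 4.3e-06 over 8 list tests), with 13 and 10 of 13 called higher in AD, the same counts when adjusted over the list alone. For the TCA cycle the medians were 2.08 and 2.35 (adjusted p = 6.1e-06 and 1.2e-06), with 12 of 15 genes higher and 1 lower in each comparison. For oxidative phosphorylation they were 1.89 and 1.89 (adjusted p = 1.4e-19 and 6.9e-20), with 60 and 59 of 63 genes called higher and 60 and 60 when adjusted over the list alone. The mitochondrially encoded subunits have no reads in the deposited values. Genes of chromatin organization were represented by the replication-dependent histone genes (111 genes, 108 tested). Their median log2 fold change was -2.27 against PH and -1.91 against LG (adjusted p = 3.3e-24 and 4.2e-31), with 102 and 94 genes called lower, and more when adjusted over the list alone. Between the 20 to 23 copies of a histone class, the coefficient of variation had a median of 0.122 over the 5 classes, and the highest copy was 1.11 (His2A) to 2.72 (His3) times the lowest. Since near-identical copies can share reads, the calls do not count independent genes. Every one of the 8 list tests also passed 0.05 with fry, a rotation test of limma. With the correlation estimated from the residuals, a setting chosen after the data were seen, glycolysis against PH (p = 0.015), oxidative phosphorylation against PH (p = 0.036) and histones against LG (p = 0.014) passed 0.05 and the other 5 tests did not. The directions of all 4 lists were the same under quantile normalization and both scalings to reads. Genes of a muscle list were higher in AD as well, with a median log2 fold change of 2.95 against PH and 1.66 against LG.

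**Figure D3:**
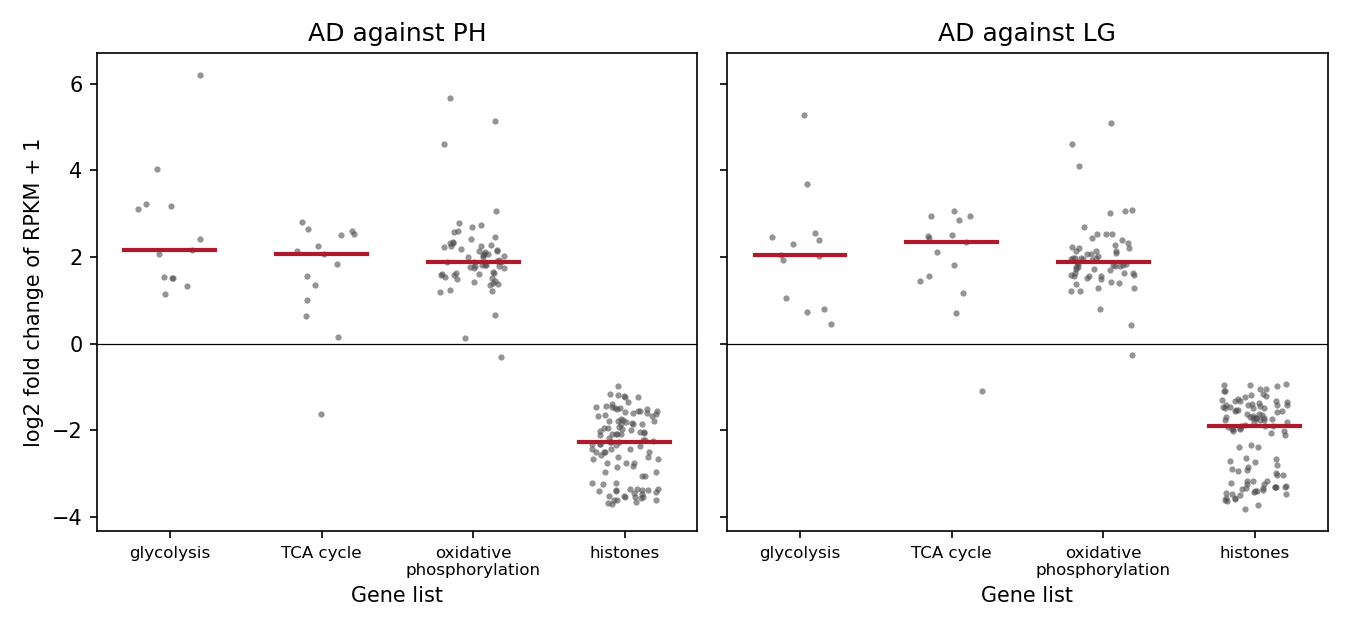
Log2 fold change of each tested gene of 4 lists in AD against PH (left) and against LG (right). Points are genes and red lines are medians, at 2.16, 2.08, 1.89 and -2.27 against PH and at 2.04, 2.35, 1.89 and -1.91 against LG.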

Gene Ontology enrichment analyses underlined the up-regulation of genes implicated in small molecule metabolism processes, including ATP metabolism (as seen with the overexpression of several enzymes involved in glycolysis, TCA cycle, or oxidative phosphorylation) and a down-regulation of genes regulating chromatin organization in adult hemocytes (Table 1). Along the same line, Gene Ontology analysis considering the 1000 most strongly expressed genes in larval, lymph gland or adult blood cells revealed shared features between them, with for instance a strong over-representation for genes implicated in translation, vesicle-mediated transport or immune response, but also confirmed the singular enrichment for ATP metabolic processes among highly expressed genes in adult hemocytes (Table 2).

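Of the 1000 genes with the highest mean RPKM in each group, 542 were shared by all groups and 317 belonged to AD alone. Ribosomal protein genes made up 80 of the 1000 in AD, 80 in PH and 83 in LG, out of 92 in the file. Oxidative phosphorylation genes made up 53 of the 1000 in AD, 21 in PH and 22 in LG, and all of those in PH and in LG were also among those in AD. The glycolysis list had 10, 3 and 3 genes among the 1000, and the TCA cycle list 14, 7 and 7. With any 1 sample left out, the oxidative phosphorylation count was 52 to 53 in AD, 20 to 21 in PH and 21 to 23 in LG. A change of scale between samples leaves the ranks within a sample as they are. The counts here rank genes by the mean of 3 samples, which such a change can move. No other scaling was run for them.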

**TABLE 1:** Main gene ontology terms enriched in genes over- (up AD) or under- (down AD) expressed in adult as compared to larval hemocytes.

GO-term	Up AD	Down AD
Small molecule metabolic process	5.06E-42 (*n* = 158)	
ATP metabolic process	1.66E-39 (*n* = 63)	
Inner mitochondrial membrane protein	3.50E-30 (*n* = 52)	
Oxidoreductase activity	7.74E-29 (*n* = 113)	
Nucleosome		6.27E-53 (*n* = 45)
Chromatin organization		5.46E-29 (*n* = 51)

*p-Values and gene numbers are indicated for each category.*

**TABLE 2:** Main gene ontology terms among the 1000 most strongly expressed genes in adult hemocytes (AD), peripheral hemocytes (PH) and lymph glands (LG).

GO-term	AD top 1000	PH top 1000	LG top 1000
Cytoplasmic translation	1.50E-71 (*n* = 89)	2.33E-70 (*n* = 88)	3.53E-77 (*n* = 93)
**Generation of precursor metabolites**	**6.91E-42 (*n* = 83)**	1.20E-04 (n = 30)	3.67E-04 (n = 24)
**ATP metabolic process**	**1.61E-41 (*n* = 156)**	1.89E-06 (n = 28)	8.22E-07 (*n* = 27)
Structural constituent of ribosome	2.79E-31 (*n* = 80)	6.00E-28 (*n* = 75)	4.48E-31 (*n* = 79)
**Oxidoreductase activity**	**4.19E-17 (*n* = 105)**	2.77E-04 (n = 67)	1.29E-03 (n = 64)
Vesicle-mediated transport	2.44E-14 (*n* = 86)	2.13E-18 (*n* = 94)	6.25E-12 (*n* = 81)
Phagocytosis	8.43E-09 (*n* = 18)	7.54E-09 (*n* = 18)	2.52E-04 (n = 12)
Immune system process	1.48E-05 (*n* = 56)	2.72E-07 (*n* = 61)	2.17E-07 (*n* = 62)

*p-Values and gene numbers are indicated for each category. Categories particularly enriched in adult hemocytes are highlighted in bold.*

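*NimC4* (FBgn0260011) lies on chromosome 2L from 14047582 to 14048863 in BDGP6.54, on the same strand as *nAChRalpha5*, within which it lies. It had 49.3 ± 9.63 RPKM in AD (SD, n = 3) from 590 reads, 1 read in a single PH sample and 0 reads in LG. *NimC4* was at least 63.9-fold higher in AD than the limit in the LG sample with the fewest reads. The adjusted p-value from limma was 2.3e-07 against PH and 2.3e-06 against LG. By the smaller of its fold changes it ranked 28 of the 1203 genes higher in AD than in both larval groups. *nAChRalpha5* had 0.0118 RPKM in AD.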

Surprisingly, one of the top-enriched genes in adult hemocytes is *NimC4*, which was recently shown to be highly enriched in stage 16 embryonic hemocytes as compared to larval descendants (i.e., larval peripheral hemocytes) in a comparative transcriptomic analysis (Cattenoz et al., 2020). Moreover, reminiscent of the situation that we observed, embryonic and their larval progenies were found to have distinct metabolic gene signature. We thus reanalyzed the RNA-seq data from Cattenoz et al. (2020) using the same settings as for our transcriptomes. Thereby, we established a list of 4892 differentially expressed genes between embryonic and peripheral hemocytes (adjusted *p*-value < 0.01 and fold change > 2; Supplementary Table 7) that we compared with our results. Strikingly, 49% (422/864) of the genes up-regulated in adult *versus* larval hemocytes are also over-expressed in embryonic blood cells as compared to larval blood cells (2.9-fold over-enrichment, *p* < 4.8E-113) (Figure 2H). Similarly, 46% (97/210) of the genes down-regulated in adult *versus* larval hemocytes are also repressed in embryonic blood cells (4.2-fold over-enrichment, *p* < 1.3E-38) (Figure 2H). The common over-expressed genes in embryonic and adult hemocytes *versus* larval ones were implicated in small molecule/ATP metabolic processes, while down-regulated genes were involved in cell cycle (Table 3). Hence, many genes and processes differentially regulated between adult and larval hemocytes are similarly regulated between embryonic and larval hemocytes.

**TABLE 3:** Main gene ontology terms enriched in genes up- or down-regulated in adult (AD) and embryonic (Emb) hemocytes as compared to larval hemocytes.

GO-term	Up AD and Emb	Down AD and Emb
Small molecule metabolic process	2.48E-24 (*n* = 83)	
ATP metabolic process	4.21E-22 (*n* = 34)	
Respiratory chain complex	3.07E-21 (*n* = 26)	
Oxidoreductase activity	1.37E-15 (*n* = 58)	
Cell cycle		9.73E-8 (*n* = 20)

*p-Values and gene numbers are indicated for each category.*

In sum, these data show that adult hemocytes share a significant portion of their transcriptome with larval blood cells but also exhibit distinct features, some of which appear to be shared with embryonic hemocytes.

### Characterization of the Adult Hematopoietic System Landscape

To better define the cellular composition of the adult hematopoietic system, we then analyzed the expression of a series of well-characterized reporters classically used to study embryonic and larval blood cell types (see the section “Materials and Methods”).

First, we assessed the expression of plasmatocyte and crystal cell differentiation markers. In 5-day-old flies, the plasmatocyte reporters for *Peroxidasin (Pxn)*, *Collagen 25C (Cg25C*, also known as *Collagen type IV alpha1), Hemolectin (Hml)*, and *croquemort (crq)* were expressed in ∼95%, 90%, 65%, and 25% of the blood cells, respectively, while those for the crystal cell markers *Black cells* (*Bc*, also known as *Prophenoloxidase 1, PPO1)* and *lozenge (lz)* were expressed in 8 to 12% of the cells (Figures 3A–E,G and Supplementary Figures 2A–F). The proportion of hemocytes expressing these reporters was similar in 35-day-old flies, except for a slight but significant decline in the proportion of *Pxn*^+^ cells (Figure 3G). The analysis of double transgenic lines revealed that (almost) all the cells expressing *Hml* co-expressed *srp* and *Pxn* (Figures 3H–H”,K–K”,Q). Besides, ∼90 of the *crq*^+^ cells were *Hml*^+^ (Figures 3O–O”,Q). Among the *Bc*^+^ cells, 100% expressed *srp* and *Pxn*, ∼90% *Cg25C* and 60% *Hml* (Figures 3I–I”,L–L”,N–N”,P–P”,Q). Of note, it was previously observed that the “plasmatocyte” markers *Cg25C*, *Pxn* and *Hml* are also expressed in larval crystal cells (Jung et al., 2005). We did not observe significant shifts in the repartition of these populations between 5- and 35-day-old flies, indicating that the overall composition of the adult hematopoietic system remains stable during aging (Figure 3Q).

**FIGURE 3:**
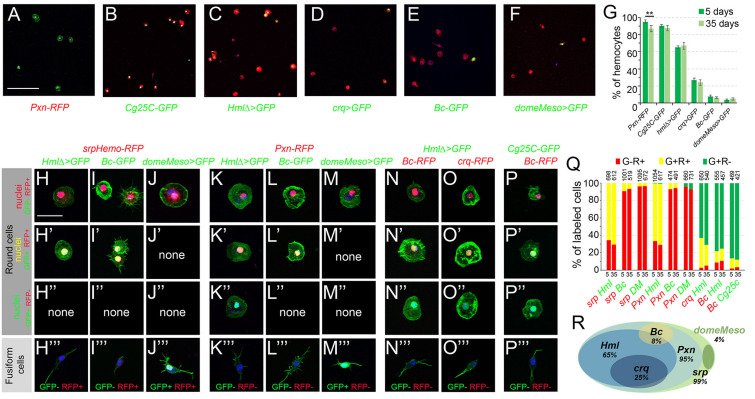
Analysis of blood cell transgenic markers in adult bleeds. **(A–F)** Confocal views showing representative bleeds from 5-day-old flies carrying the following transgenes: *Pxn-RedStinger* (**A**, *Pxn-RFP*), *Cg25C-GFP* **(B)**, *HmlΔ-GAL4,UAS-2xEYFP* (**C**, *HmlΔ>GFP*), *crq-GAL4,UAS-2xEYFP* (**D**, *crq>GFP*), *BcF2-GFP* (**E**, *Bc-GFP*), *domeMeso-GAL4,UAS-2xEYFP* (**F**, *domeMeso>GFP*). Cells were counterstained with phalloidin (**A**: green, **B–F**: red) and DAPI (blue). Scale bar 200 μm. **(G)** Quantifications of blood cell proportions expressing the indicated transgenes in 5- or 35-day-old flies. Means and standard deviations from four to six independent experiments are represented. From 200 to 600 DAPI^+^ cells were scored in each experiment. **p < 0.01 (Student’s *t*-test). **(H–P)** High magnification views showing the different types of blood cells observed in bleeds from 5-day-old flies carrying the following combination of transgenes: *srpHemo-His2A-RFP, HmlΔ-GAL4,UAS-2xEYFP* **(H)**, *srpHemo-His2A-RFP, BcF2-GFP* **(I)**, *srpHemo-His2A-RFP, domeMeso-GAL4,UAS-2xEYFP* **(J)**, *Pxn-RedStinger, HmlΔ-GAL4,UAS-2xEYFP* **(K)**, *Pxn-RedStinger, BcF2-GFP* **(L)**, *Pxn-RedStinger, domeMeso-GAL4,UAS-2xEYFP* **(M)**, *HmlΔ-GAL4,UAS-2xEYFP, BcF6-mCherry* **(N)**, *HmlΔ-GAL4,UAS-2xEYFP, crq-RedStinger* **(O)**, *Cg25C-GFP, BcF6-mCherry* **(P)**. GFP and RFP signals are nuclear; cells were counterstained with DAPI (blue) and phalloidin (green). The top three panels show round cells expressing or not RFP and/or GFP; the bottom panels (”’) show fusiform cells together with their GFP/RFP expression status. Scale bar 20 μm. **(Q)** Quantifications of the proportion of cells expressing the indicated combination of markers in 5- or 35-day-old flies. Mean values from at least three independent experiments are presented. No significant difference (Student’s *t*-test *p* < 0.05) was observed in the proportion of GFP^+^RFP^+^, GFP^+^RFP^–^ or GFP*^–^*RFP^+^ blood cell populations between 5- and 35-day-old flies. The total numbers of GFP^+^ and/or RFP^+^ cells scored are indicated at the top of each column. **(R)** Schematic representation of the adult hematopoietic landscape. The proportion of cells expressing each marker is indicated.

Next, we tested whether lamellocytes could be retrieved in the adult. Intriguingly, we found that *msnF9* reporter, whose activity is induced in lamellocytes in the larvae (Tokusumi et al., 2009b), was expressed in ∼92% of the adult hemocytes (Supplementary Figure 2G). However, we did not observe any cell with high actin content and/or expressing the β-integrin Myospheroid (Mys), two characteristic features of lamellocytes (Irving et al., 2005; Supplementary Figures 3C,I), suggesting that lamellocytes are not present and that the *msnF9* reporter is constitutively active in adult blood cells. Since lamellocytes are absent in healthy larvae but massively induced in response to infection by eggs of the parasitoid wasp *Leptopilina boulardi* (Lanot et al., 2001), we assessed their presence in adult flies that survived wasp infestation. Still, β-integrin and phalloidin staining did not reveal the presence of lamellocytes in infected adults, while they were readily recovered in bleeds from infected larvae (Supplementary Figures 3B,D,H,J). Furthermore, when using flies carrying the gain-of-function *HopT ^*Tum*–*l*^*, which exhibit constitutive activation of the JAK kinase Hopscotch leading to lamellocyte production in the larvae (Luo et al., 1995), we did not observe lamellocytes in the adult either (Supplementary Figures 3E,F,K,L). Thus, it appears that lamellocytes do not persist during adulthood.

Finally, to reveal the presence of putative blood cell progenitors, we made use of *tepIV-GAL4, Ance-GFP*, *dome^*PG125*^-GAL4* and *domeMeso-GAL4*, all of which have been shown to label larval prohemocytes in the lymph gland (Krzemien et al., 2007; Avet-Rochex et al., 2010; Louradour et al., 2017; Cho et al., 2020; Rodrigues et al., 2021) or in peripheral blood cells (Fu et al., 2020). While we did not detect any expression of *tepIV-GAL4*, *Ance-GFP* or *dome^*PG125*^-GAL4* in adult hemocytes (Supplementary Figures 2H–J), we found that *domeMeso-GAL4* was expressed in ∼4% of cells in both 5- and 35-day-old flies (Figures 3F,G). domeMeso was expressed in cells exhibiting a characteristic fusiform shape, with one or two filopodial extension, but not in round hemocytes (Figures 3F,J–J”’,M–M”’). Importantly, none of the fusiform cells expressed the blood cell differentiation markers tested above (*Pxn, Cg25C, Hml, crq, Bc, lz* and *msn*), but they expressed *srp*, albeit at lower level than the other blood cells (Figures 3H”’–P”’ and Supplementary Figures 4A–H). Also, immunostaining against the plasmatocyte marker P1/NimC1 as well as *in situ* hybridization against *Pxn* or against the crystal cell marker *Bc/PPO1* confirmed that *domeMeso*^+^/fusiform cells did not express these blood cell differentiation markers (Supplementary Figures 4I–K), strongly suggesting that they could be blood cell progenitors.

In sum, our data indicate that the adult hematopoietic system is essentially composed of plasmatocytes (∼85%) and crystal cells (8 to 10%) and could harbor a small population of undifferentiated cells (∼4%). Furthermore, as schematized in Figure 3R, adult blood cells can be classified into different subcategories (depending on the expression of *Pxn, Hml, crq, Bc* and *domeMeso*) whose proportions are relatively stable between young and old flies.

### Abdominal Hematopoietic Hubs Have a Similar Composition as Adult Bleeds

Since adult bleeds may not accurately reflect the composition of the adult hematopoietic system, we also assessed the expression of some of the above reporters in the dorsal abdomen. As shown in Figures 4A–G,A’–G’ *srp, Pxn, Cg25C, Hml, crq, Bc*, or *domeMeso* expression was observed as dispersed cells in the abdomen, especially in segments A1 to A3 along the heart, in the so-called “hematopoietic hubs.” *srp* expression was also prominent in pericardial cells (Figure 4A, arrows). In the hematopoietic hubs, *Hml*^+^ cells represented 65% of the hemocytes as judged by co-labeling with *srp* or *Pxn* and no *Hml^+^ srp^–^* or cells *Hml^+^ Pxn^–^* were observed (Figures 4H–H”,K–K”,P–P”). Crystal cells (*Bc*^+^) and putative prohemocytes (*domeMeso*^+^) represented ∼10% and ∼3% of the hemocytes, respectively (Figures 4I–I”,J–J”,P–P”). 90% of the crystal cells expressed *Cg25C* and 55% of them expressed *Hml* (Figures 4M–M”,O–O”,P–P”). All *domeMeso*^+^ cells expressed *srp* at low levels and none expressed *Pxn* (Figures 4J–J”,L–L”,P–P”). Similar observations were made when analyzing the expression of these markers in 35-day-old flies and we did not observe significant differences in the proportion of each blood cell populations between 5-day- and 35-day-old flies (Figure 4P). These results are consistent with our observations on adult bleeds and indicate that the adult hematopoietic system is composed of different subpopulations of plasmatocytes and crystal cells as well as a few putative blood cell progenitors.

**FIGURE 4:**
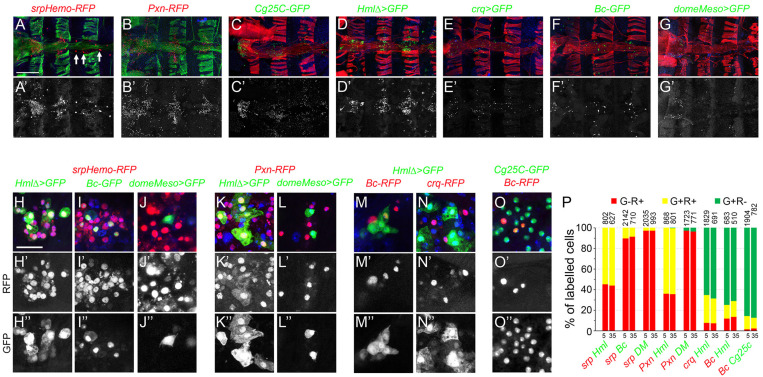
Analysis of blood cell transgenic markers in the adult abdomen. **(A–F)** Confocal views of the abdominal segments A1 to A4 of 5-day-old females carrying the following transgenes: *srpHemo-His2A-RFP* **(A)**, *Pxn-RedStinger* **(B)**, *Cg25C-GFP* **(C)**, *HmlΔ-GAL4,UAS-2xEYFP* **(D)**, *crq-GAL4,UAS-2xEYFP* **(E)**, *BcF2-GFP* **(F)**, *domeMeso-GAL4,UAS-2xEYFP* **(G)**. Cells were counterstained with phalloidin (**A,B**: green; **C–G**: red) and DAPI (blue). Arrows in panel **(A)** indicate pericardial cells expressing *srpHemo*. The lower panels show only the transgene expression. Scale bar 200 μm. **(H–O)** High magnification views of hemocytes in the abdominal hematopoietic hubs (heart region in A1 or A2 segments) of 5-day-old females carrying the following transgenes: *srpHemo-His2A-RFP, HmlΔ-GAL4,UAS-2xEYFP* **(H)**, *srpHemo-His2A-RFP, BcF2-GFP* **(I)**, *srpHemo-His2A-RFP, domeMeso-GAL4,UAS-2xEYFP* **(J)**, *Pxn-RedStinger, HmlΔ-GAL4,UAS-2xEYFP* **(K)**, *Pxn-RedStinger, domeMeso-GAL4,UAS-2xEYFP* **(L)**, *HmlΔ-GAL4,UAS-2xEYFP, BcF6-mCherry* **(M)**, *HmlΔ-GAL4,UAS-2xEYFP, crq-RedStinger* **(N)**, *Cg25C-GFP, BcF6-mCherry* **(O)**. The lower panels show only the red **(H’–O’)** or the green **(H”–O”)** channel. Nuclei were stained with DAPI (blue). Scale bar 50 μm. **(P)** Quantifications of the proportion of cells expressing the indicated combination of markers in 5- or 35-day-old flies. Mean values from at least three independent experiments are presented. No significant difference (Student’s *t*-test *p* < 0.05) was observed in the proportion of GFP^+^RFP^+^, GFP^+^RFP^–^ or GFP*^–^*RFP^+^ blood cell populations between 5- and 35-day-old flies. The total numbers of GFP^+^ and/or RFP^+^ cells scored are indicated at the top of each column.

### Hemolectin Is Expressed in a Sub-Population of Adult Hemocytes

The *Hml* driver has been used in several instances to manipulate gene expression in adult blood cells and/or test the function of these cells, notably by generating “hemoless” adults through the expression of an apoptosis inducer in blood cells (Charroux and Royet, 2009; Defaye et al., 2009; Ayyaz et al., 2015; Ghosh et al., 2015; Woodcock et al., 2015; Sanchez Bosch et al., 2019). Yet, our results suggest that this driver is not active in every adult hemocyte but rather labels a specific subpopulation. To confirm this hypothesis, we expressed the apoptotic inducer Bax under the control of *Hml* either during the whole development or only from day 1 of adulthood by using a *tubGAL-80^*ts*^* transgene to restrict its expression temporally, and we assessed the presence of hemocytes in 10-day-old adult flies. *Hml*-driven expression of Bax specifically during adulthood caused an almost total ablation of *Hml*^+^ blood cell population as compared to control flies (Figures 5A–A”’,C–C”’), but *Pxn*^+^ cells were still present in adult bleeds and abdominal preparations (Figures 5B–B”’,D–D”’). When Bax was expressed from embryogenesis onward, we observed an efficient ablation of *Hml*^+^ cells and very few *Pxn*^+^ blood cells in adult abdominal hubs but, in contrast with the normal situation (Figures 5E–E”’,G–G”’), we retrieved many *Pxn*^–^ cells when these individuals were bled (Figures 5F–F”’,H–H”’). While some of these *Pxn*^–^ cells were fusiform, as in the control, most had the typical round morphology of differentiated hemocytes, suggesting that the chronic expression of Bax in *Hml*^+^ cells leads to the repression of *Pxn*. Consistent with this hypothesis, immunostaining against P1/NimC1 showed that many cells expressing this plasmatocyte marker were still present in adult bleeds and abdominal preparations following the constitutive expression of Bax in *Hml*^+^ cells (Figures 5J–J”’,L–L”’ and Supplementary Figure 5). These results show that killing *Hml*^+^ blood cells is not sufficient to generate “hemoless” flies and might alter the gene expression program of the remaining blood cells. These data also indicate that during adulthood *Hml^+^Pxn^+^* and *Hml^–^Pxn^+^* cells form two distinct populations and that fusiform cells are not derived from *Hml*^+^ cells.

**FIGURE 5:**
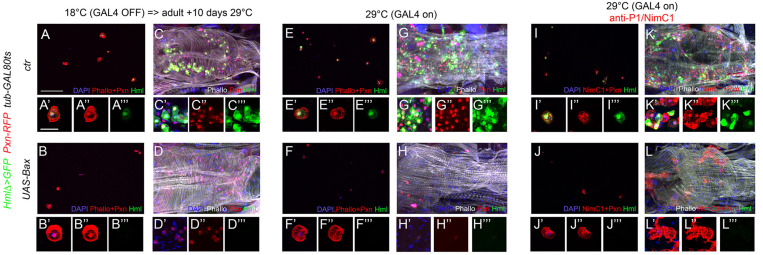
Adult blood cells are still present following the ablation of Hml^+^ hemocytes. Confocal views of adult bleeds **(A,B,E,F,I,J)** and abdominal hubs **(C,D,G,H,K,L)** from *tub-GAL80ts, Pxn-RedStinger, HmlΔ-GAL4,UAS-2xEYFP* **(A,C,E,G,I,K)** and *tub-GAL80ts, Pxn-RedStinger, HmlΔ-GAL4,UAS-2xEYFP, UAS-Bax* **(B,D,F,H,J,L)** flies expressing (or not) Bax in *Hml*^+^ cells only during adulthood **(A–D)** or throughout their life **(E–L)**. Cells were stained with phalloidin (**A,B,E,F**: red; **C,D,G,H,K,L**: white; **I,J**: no phalloidin) and nuclei with DAPI (blue). **(I–L)**: immunostaining against P1/NimC1 (red). Lower panels show high magnification views of hemocytes. **(A’–L’)** Merged blue, red and green channels, **(A”–L”)**: red channel only, **(A”’–L”’)**: green channel only. Upper panels: scale bar 200 μm; lower panels: scale bar 20 μm.

### *domeMeso^+^* “Undifferentiated Hemocytes” Are Not Derived From Larval Blood Cell Progenitors but From the Lymph Gland Posterior Signaling Center

A previous report showed that a small fraction of cells expressing Srp did not express the blood cell differentiation markers P1/NimC1 (for plasmatocytes) or Hindsight (for crystal cells), suggesting that they could be hematopoietic progenitors (Ghosh et al., 2015). In addition, these cells were proposed to derive from the posterior lobes of the larval lymph gland based on lineage tracing experiments using the *col-GAL4* driver *GMR13A11*. While *col-GAL4*-derived cells from the larval lymph gland were shown to contribute to adult plasmatocytes and crystal cells (Ghosh et al., 2015), it remains to demonstrate that these cells can proliferate and/or differentiate during adulthood and thus constitute a genuine adult hematopoietic progenitor population. Our results above strongly suggested that fusiform*/domeMeso^+^* cells could correspond to this putative hematopoietic progenitor population. To test this hypothesis, we first assessed their origin. Using the G-TRACE cell lineage tracing technique (Evans et al., 2009) with either *GMR13A11* or the classically used *pcol85 col-GAL4* line, we found that all fusiform cells belonged to the *col* lineage-traced cells (Figures 6A,D), indicating that they correspond to the previously described adult blood cell progenitors. Interestingly, we found that these cells maintain *col* driver expression (Figures 6A–A”,D–D”), while we only observed past/lineage-traced expression in round hemocytes (Figures 6B–B”,E–E”). This result was confirmed by immunostaining, which revealed that Col was expressed in fusiform/*domeMeso*^+^ cells, but not in other adult blood cells (Figures 6G–G”,H–H” and Supplementary Figures 6A,B). Furthermore, in accordance with the above characterization of *domeMeso*^+^ cells, *col*^+^ cells were *Pxn*^–^ both in adult bleeds and in abdominal hematopoietic hubs (Figures 6J–J”,K–K”).

**FIGURE 6:**
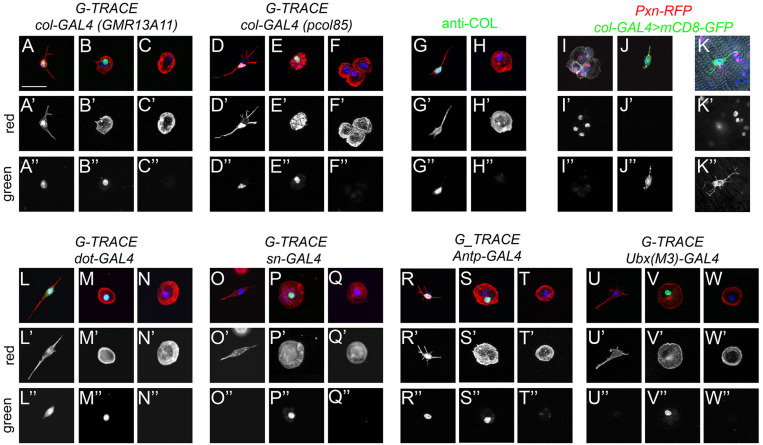
Fusiform cells are derived from the lymph gland posterior signaling center. **(A–F,L–W)** Cell lineage analyses of adult blood cells origin. Confocal views showing the different types of fusiform **(A,D,G,J–L,O,R,U)** or round **(B,C,E,F,H,I,M,N,P,Q,S,T,V,W)** cells recovered in adult flies expressing the G-TRACE reporter transgenes under the control of the indicated drivers. Present and past expression of the drivers are revealed by nuclear RFP (red, **A’–F’** and **L’–W’**) and nuclear GFP (green, **A”–F”** and **L”–W”**), respectively. **(G–H)** Expression of Col (green) in adult blood cells as revealed by immunostaining. **(I–K)** Confocal views of adult bleeds **(I,J)** and abdominal hematopoietic hub **(K)** from *Pxn-RedStinger, pcol85-GAL4,UAS-mCD8-GFP* flies. **(A–W)** Scale bar 20 μm. Cells were counterstained with phalloidin (**A–H,L–W**: red; **I–K**: white) and DAPI (blue).

These results are thus consistent with the hypothesis that *col*^+^ progenitors could give rise to differentiated hemocytes. Importantly though, the *col-GAL4* lines *pcol85* and *GMR13A11* are not only expressed in blood cell progenitors present in the lymph gland posterior lobes but also in the PSC (Benmimoun et al., 2012; Ghosh et al., 2015; Rodrigues et al., 2021). Moreover, recent single-cell RNA-seq analyses revealed that PSC-like cells expressing *col* and *Antp* are present in circulating larval blood cells (Cattenoz et al., 2021). Hence, these putative adult hematopoietic progenitors could have diverse origins. First, to test whether they were derived from the embryo/peripheral hemocytes or from the lymph gland, we performed lineage-tracing experiments with *sn-GAL4*, which is specifically expressed in embryo-derived hemocytes (Avet-Rochex et al., 2010), and *dot-GAL4*, which is specifically expressed in lymph gland-derived cells (Honti et al., 2010). In line with the idea that adult blood cells are derived from both waves of hematopoiesis (Holz et al., 2003; Sanchez Bosch et al., 2019), we observed lineage-traced expression in round hemocytes with both drivers (Figures 6M–M”,P–P”). In contrast, fusiform/Col^+^ cells were lineage-traced with *dot-GAL4* (*n* = 73/95) but none (*n* = 0/96) with *sn-GAL4* (Figures 6L–L”,O–O” and Supplementary Figures 6C,D), demonstrating that they are solely derived from the lymph gland. Next, we asked whether fusiform cells are derived from the lymph gland posterior lobes or the PSC using, respectively, *Ubx(M3)-GAL4*, which is expressed only in the posterior lobes (Rodrigues et al., 2021), and *Antp-GAL4*, which is expressed in the PSC but not in the posterior lobes (Evans et al., 2009; Rodrigues et al., 2021). Importantly, we found that fusiform cells were lineage-traced with *Antp-GAL4* (*n* = 29/38), while *Ubx(M3)-GAL4* activity was traced in round hemocytes but not in fusiform cells (*n* = 0/83) (Figures 6R–W,R’–W’,R”–W”). Furthermore, immunostaining revealed that the PSC marker Antp is specifically expressed in *domeMeso*^+^ blood cells (Supplementary Figures 6E,F). In addition, as shown for PSC cells in the larval lymph gland (Tokusumi et al., 2010), the knock-down of *srp* in *domeMeso*^+^ cells abrogated the formation of filopodial extensions typical of these cells (Supplementary Figures 6G,H). In sum, these results show that fusiform/*col^+^/domeMeso^+^* cells are derived from the PSC rather than from undifferentiated blood cells originating from the lymph gland posterior lobes.

### *domeMeso^+^* Cells Can Differentiate and Proliferate

Since *col* is required for PSC development (Crozatier et al., 2004), we tested its role for fusiform cell development. In contrast with control flies, no domeMeso^+^ cells (or fusiform cells) were present in col^–/–^ adults (Figures 7A,B,D). In addition, RNAi-mediated knock-down of *col* specifically in *domeMeso*^+^ cells was sufficient to ablate this lineage (Figures 7C,D). To test whether the maintenance of *col* expression in *domeMeso*^+^ cells is required in the adult, we used a *tub-GAL80^*ts*^* transgene to restrict *col* knock-down to adulthood. Following the inhibition of *col* expression for 48 h in adult flies almost no *domeMeso*^+^/fusiform cells were retrieved, yet we observed a few cells that maintained *domeMeso* expression at lower levels and adopted a round shape similar to differentiated hemocytes (Figures 7E–K). Interestingly, in contrast with *domMeso*^*high*^/fusiform cells, these *domeMeso*^*low*^ cells expressed the plasmatocyte marker P1/NimC1 (Figures 7H–J). Similarly, *in situ* hybridization revealed that unlike their normal counterparts, these cells also expressed the differentiation marker *Pxn* (Supplementary Figure 7). These results show that *col* controls cell-autonomously *domeMeso*^+^ cells development and suggest that its expression in these cells is continuously required to prevent their differentiation.

**FIGURE 7:**
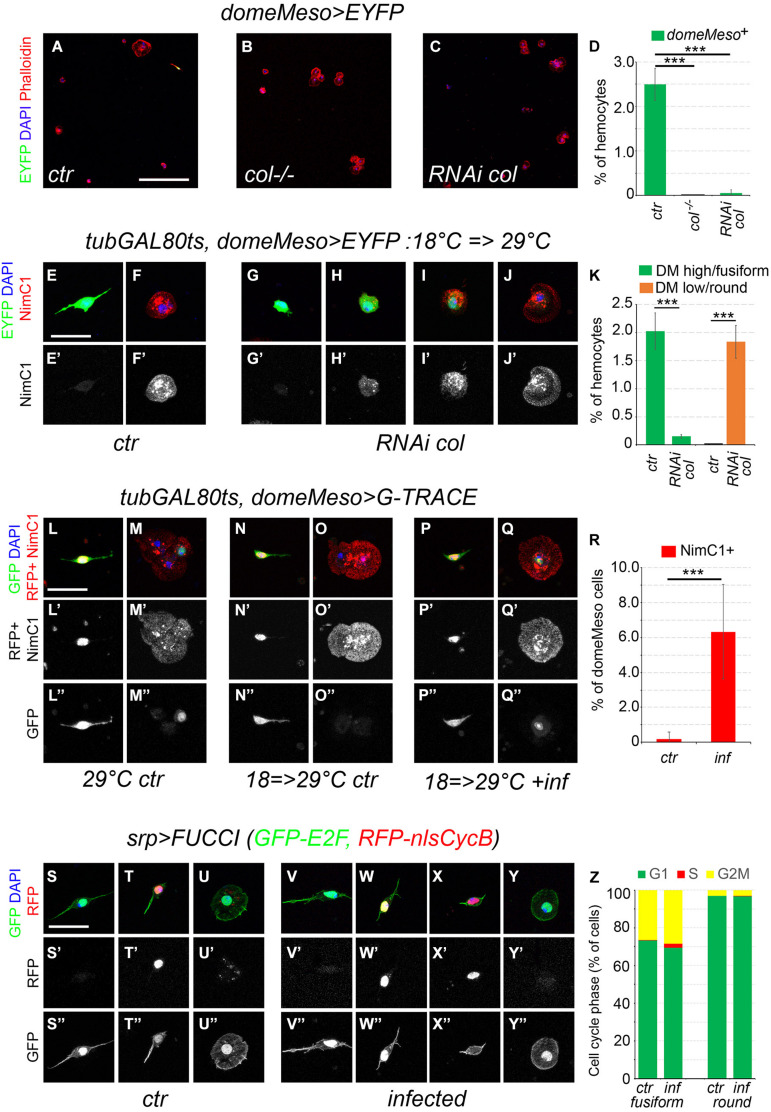
Fusiform cells can differentiate and proliferate. **(A–C)** Confocal views of blood cells from *domeMeso-GAL4, UAS-2xEYFP* (**A**, *ctr*), *col^–/–^, domeMeso-GAL4, UAS-2xEYFP* (**B**, *col^–/–^*) and *domeMeso-GAL4, UAS-2xEYFP, UAS-RNAi col* (**C**, *RNAi col*) adult flies. Blood cells were stained with phalloidin (red) and DAPI (blue). Scale bar 200 μm. **(D)** Quantifications of the proportion of *domeMeso*^+^ hemocytes. Means and standard deviations of at least three independent experiments are presented. A total of 2612, 2350, and 4271 hemocytes were scored in control (*ctr*), *col^–/–^*, and *RNAi col* flies, respectively. ***p < 0.001 (Student’s *t*-test). **(E–J)** Blood cells from *tub-GAL80ts, domeMeso-GAL4, UAS2x-EYFP* adult flies expressing **(G–J)** or not **(E,F)** *col RNAi* only during adulthood. P1/NimC1 expression (red/white in lower panels) was revealed by immunostaining. Nuclei were stained with DAPI (blue). Scale bar: 20 μm. **(K)** Quantifications of the proportion of *domeMeso*^*high*^/fusiform hemocytes (green) and *domeMeso*^*low*^/round hemocytes in *tub-GAL80ts, domeMeso-GAL4, UAS2x-EYFP* adult flies expressing (*RNAi col*) or not (*ctr*) *col RNAi* during adulthood. Means and standard deviations of at least three independent experiments are presented. A total of 2892 and 4489 hemocytes were scored in *ctr* and *RNAi col* flies, respectively. ***p < 0.001 (Student’s *t*-test). **(L–Q)** Blood cells from *tub-GAL80ts, domeMeso-GAL4, G-TRACE* flies raised at permissive temperature **(L,M)** or switched from restrictive to permissive temperature 24 h after adult emergence **(N–Q)**. *domeMeso* live expression is revealed by nuclear RFP (red) and its lineage-traced expression by nuclear GFP (green). P1/NimC1 expression (red) was revealed by immunostaining. Nuclei were stained with DAPI. Scale bar: 20 μm. *ctr*, control non-infected flies; *inf*, flies infected with *E. coli*. **(R)** Quantifications of the proportion of *domeMeso*^+^ cells expressing NimC1 in *tub-GAL80ts, domeMeso-GAL4, G-TRACE* flies raised at permissive temperature only during adulthood and infected *(inf*) or not (*ctr*) with *E. coli*. Means and standard deviations of at least seven independent experiments are presented. A total of 369 (*ctr*) and 449 (*inf*) *domeMeso*^+^ cells were scored. ***p < 0.001 (Student’s *t*-test). **(S–Y)** Representative images of the cell cycle status observed in fusiform or round hemocytes from *srpD-GAL4, UAS-FUCCI* control **(S–U)** or *E. coli*-infected **(V–Y)** adult flies. Cells in G1 phase express the nuclear GFP only, cells in G2/M express both nuclear GFP and RFP, cells in S phase express the nuclear RFP only. Cell morphology was visualized by phalloidin staining (green). Nuclei were stained with DAPI (blue). Scale bar 20 μm. **(Z)** Quantifications of the proportion of fusiform or round hemocytes in the different phase of the cell cycle in control (*ctr*) or in *E. coli*-infected (*inf*) *srp>FUCCI* adult flies. Mean values from at least six independent experiments are presented. A total of 646 (*ctr*) and 515 (*inf*) fusiform hemocytes as well as 842 (*ctr*) and 1336 (*inf*) round hemocytes were scored.

In light of the above results, we used the G-TRACE system to test whether *domeMeso*^+^ cells naturally differentiate during adulthood. Because *domeMeso-GAL4* is expressed in blood cell progenitors in the larval lymph gland (Louradour et al., 2017; Rodrigues et al., 2021), we used a *tubGAL80*^*ts*^ transgene to temporally restrict its activity. When *domeMeso-GAL4* activity was left unrestricted (i.e., when flies were raised at 29°C from embryonic to adult stages), we observed lineage-traced expression of *domeMeso* in round cells (which expressed the plasmatocyte marker P1/NimC1) as well as live (and traced) expression in fusiform cells (Figures 7L–L”,M–M”). When *dome-GAL4* activity was restricted to the adult (i.e., when flies were raised at 18°C until adulthood and then switched at 29°C for up to 2 weeks), *domeMeso>G-TRACE* expression was observed in fusiform cells but not in other hemocytes, except for one cell from one out of seven experiments (Figures 7N–N”,O–O”,R and Supplementary Table 8). Strikingly though, we found that upon infection of adult flies by *E. coli*, in addition to the fusiform cells, some round/NimC1^+^ cells were recurrently lineage-traced with domeMeso (Figures 7P–P”,Q–Q”,R, and Supplementary Table 8). Thus, while *domeMeso*^+^ cells do not usually differentiate during adulthood under normal conditions, they can give rise to plasmatocytes in response to an immune challenge.

Finally, it was proposed that infection of adult flies with *E. coli* can induce *Hml*^+^ cells proliferation at low frequency (Ghosh et al., 2015), but these results were refuted by Sanchez Bosch et al. (2019), who brought several lines of evidence that *Hml*^+^ cells do not proliferate even in response to infection (Sanchez Bosch et al., 2019). Yet, *Hml* is not expressed in all blood cells and notably not in *domeMeso*^+^/fusiform cells. We thus reassessed the cell cycle status of adult blood cells using *srpD-GAL4*, which is expressed in all the hemocytes, together with the two-color FUCCI cell cycle indicator (Zielke et al., 2014). We found that 97% of the round hemocytes were in G1 phase and 3% in G2/M but none in S phase, while 73% of the fusiform cells were in G1, 27% in G2/M (Figures 7S–S”,T–T”,U–U”,Z and Supplementary Table 9). Of note except for one fusiform cell in one experiment out of six, we did not observe cells in S phase. These results strongly suggest that blood cell do not proliferate in uninfected adults. Following infection with *E. coli*, the proportion of round or fusiform cells in G1 or G2/M remained similar (Figures 7V–V”,W–W”,Y–Y”,Z), but in contrast with round hemocytes, a few fusiform cells (2.1%) reproducibly entered S phase (Figures 7X–X”,Z and Supplementary Table 9). A similar proportion of fusiform cells (1.5%) entered S phase upon infection of 35-day-old flies (Supplementary Table 9), suggesting that they maintain their proliferating potential during aging. In addition, when we used EdU incorporation to assess *domeMeso*^+^ cell proliferation, a few *domeMeso*^+^ cells (*n* = 8/370) incorporated EdU following infection with *E. coli*, while none were observed in control flies (*n* = 0/225) (Supplementary Figure 8). These results thus indicate that *domeMeso*^+^/fusiform cells can proliferate, albeit at low frequency, in response to an immune challenge.

## Discussion

In mammals, the life-long production of the different blood cell types relies on the presence of long-term hematopoietic stem and progenitor cells, which are specified in the embryo and reside in specific niches from where they can be mobilized to respond to the needs of the organism (Cool and Forsberg, 2019). While several aspects of hematopoiesis are conserved from mammals to Drosophila (Banerjee et al., 2019), the presence of a similar long-term blood cell progenitor population in Drosophila remains elusive and the overall composition of the adult hematopoietic system is still a matter of debate. In particular, two successive publications came to different conclusions concerning the presence of hematopoietic progenitors and the mere existence of hematopoiesis in adult flies (Ghosh et al., 2015; Sanchez Bosch et al., 2019). Overall, our data indicate that the Drosophila adult hematopoietic system is essentially composed of different subpopulations of mature blood cells, including PSC-derived cells which seem to have some limited hematopoietic capacity, and concur with the hypothesis that no significant hematopoiesis takes place during adulthood.

Our results show that the bleeding protocol that we used ensures a swift and representative collection of the blood cell types present in the adult with minimal contamination from other tissues. This simple protocol is thus suitable to define the adult hemocyte gene repertoire without applying tissue dissociation and cell-purification protocols, which might alter gene expression. Thereby, we could show that adult hemocytes share an important part of their transcriptome with their larval parents, but also exhibit some clearly distinct features. Notably several blood cell markers are differentially expressed between adult and larval hemocytes. For instance, *NimC4* and *drpr*, which work together for apoptotic cell clearance in the embryo (Kurant et al., 2008), or *Fer1HCH* and *Fer2LHC*, which encode the two components of the iron transporter ferritin and control larval blood cell differentiation (Yoon et al., 2017), are strongly up-regulated in adult hemocytes. Moreover, our findings highlight an unexpected degree of similarities between adult and embryonic blood cells as compared to larval blood cells. Indeed, the comparison of our results with the recently described embryo *versus* larval blood cell gene repertoire (Cattenoz et al., 2020) revealed that almost half of the genes differentially expressed in adult *versus* larval hemocytes are similarly regulated in embryonic *versus* larval blood cells. This is particularly striking for adult up-regulated genes as 422 (out of 864) of them are also more strongly expressed in embryonic hemocytes, indicating that adult blood cells reactivate a large number of embryonic blood cell markers. 

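*drpr* (FBgn0027594, chromosome 3L from 1715595 to 1731107) had 136 ± 12.3 RPKM in AD, 31.7 ± 1.71 in PH and 14.2 ± 7.43 in LG (SD, n = 3). Its log2 fold change was 2.07 against PH (standard error 0.115, adjusted p = 2.0e-06 from limma) and 3.28 against LG (standard error 0.313, adjusted p = 1.1e-04). *CG18171*, which overlaps *drpr* by 2538 bp on the same strand, had 14.6 RPKM in AD. *Fer1HCH* (FBgn0015222) had 130 ± 9.12 RPKM in PH and 118 ± 28.5 in LG, and rose in AD by 2.81 against PH (adjusted p = 4.3e-07) and 2.98 against LG (adjusted p = 1.5e-05) on the log2 scale. *Fer2LCH* (FBgn0015221) had 291 ± 27.5 RPKM in PH and 210 ± 53.7 in LG, and rose in AD by 2.69 (adjusted p = 7.4e-07) and 3.19 (adjusted p = 1.4e-05). Both ferritin genes lie on chromosome 3R, from 30385573 to 30388178 and from 30387804 to 30390584, and overlap by 375 bp on opposite strands. Ranked among the 1203 higher genes by the smaller of the changes, *Fer1HCH* was at 300, *Fer2LCH* at 330 and *drpr* at 572.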

Among those, many are involved in energy metabolism. Actually embryo-derived hemocytes undergo a shift from glycolysis during embryogenesis to lipid β-oxidation during the larval stages (Cattenoz et al., 2020) and our results strongly argue that a second metabolic shift occurs during adulthood. The important role of energy metabolism regulation in Drosophila blood cells is underscored by recent publications showing that fatty acid β-oxidation is required for blood cell progenitor differentiation in the larval lymph gland (Tiwari et al., 2020) and that infection leads to changes in blood cell metabolism which are important for an effective immune response (Bajgar et al., 2015; Krejcova et al., 2019). Prominent changes in energy metabolism have been observed also in mammalian blood cells in response to development, aging, infection or cancer (Rashkovan and Ferrando, 2019; Faas and de Vos, 2020; Nakamura-Ishizu et al., 2020). Getting further insights into the pathways controlling these shifts will be thus of great interest. More generally, the differences between embryonic, larval and adult blood cell gene expression programs likely reflect distinct biological functions which warrant further investigation.

Our analysis of different blood cell differentiation markers indicate that the adult hematopoietic system comprises different subtypes of plasmatocytes as well as ∼10% of crystal cells, but no lamellocytes. These finding are consistent with previous reports (Lanot et al., 2001; Kurucz et al., 2007; Ghosh et al., 2015; Sanchez Bosch et al., 2019), and underscore the heterogeneity of the plasmatocyte/crystal cell populations, which can be subdivided according to the expression of *Hml*, *crq* and, to a lesser extent, *Cg25C*. It will be interesting to analyze whether these subpopulations have distinct functions for instance in the immune response or the removal of apoptotic cells, as recently shown for embryonic macrophage subpopulations (Coates et al., 2021). The proportion of these subpopulations was similar between young and aged flies, suggesting that they do not represent differentiation intermediates inherited from pupal hemocytes. Along that line, our cell ablation experiments argue against the idea that all adult hemocytes are derived from *Hml*^+^ cells or that adult *Hml^+^Pxn^+^* cells differentiate into *Hml^–^/Pxn^+^* cells during adulthood. Besides, our observations are in line with previous reports showing that adult blood cells do not proliferate (Lanot et al., 2001; Sanchez Bosch et al., 2019) and that their number decreases with aging (Mackenzie et al., 2011; Woodcock et al., 2015; Sanchez Bosch et al., 2019). Therefore, it seems that the adult hematopoietic system is essentially composed of mature blood cells.

Ghosh et al. (2015) observed some Srp^+^ blood cells that did not express the differentiation markers NimC1 or Hnt and were lineage-traced with *col-GAL4.* Although the differentiation and proliferative potentials of these cells during adulthood were not assessed, the authors concluded that blood cell progenitors derived from the lymph gland posterior lobes persist during adulthood. Our results contradict this model. Indeed, while we also observed the presence of a small proportion of *srp*^+^ cells that do not express hematopoietic differentiation markers and are lineage-traced as originating from the lymph gland, we demonstrated that these cells actually derive from the PSC rather than from the posterior lobes. Actually, they exhibit a characteristic fusiform shape with filopodial extensions reminiscent of PSC cells (Krzemien et al., 2007; Mandal et al., 2007), and they express Col, which is required for PSC development but also for their maintenance in the adult. Moreover, although these cells express *domeMeso*, they do not express other prohemocytes markers (*tep4*, *Ance* or *dome-GAL4)*, and we did not find evidence that they differentiate during adulthood in normal conditions. Nonetheless these cells hold some hematopoietic potential. Notably, upon *E. coli* infection, some of them can enter S phase and can differentiate into plasmatocytes as evidenced by NimC1 induction and morphological changes. Along the same line, infection of larvae with *E. coli* was shown to induce PSC cells proliferation and to affect their morphology (Khadilkar et al., 2017). However, given the low number of PSC-derived cells and the limited response we observed in infected adults, it is unlikely that *de novo* production of mature blood cells is their main function. In the lymph gland, the PSC forms a highly specialized cluster of cells that does not contribute to the general pool of blood cells but controls their fate, in particular in response to immune challenges (Crozatier et al., 2004; Benmimoun et al., 2015). It is tempting to speculate that these PSC-derived cells may have similar functions in the adult. As the knock-down of *col* resulted in the ablation of the PSC-derived cells and the resulting adults were viable and did not show any obvious phenotype, it would be interesting to challenge these flies with different pathogens to try to shed light on the physiological role of these cells.

In sum, our results strongly suggest that the Drosophila adult hematopoietic system does not harbor a true blood cell progenitor population with significant proliferation and differentiation potential. Still, different types of mature, potentially specialized, blood cells are present during adulthood. Along that line it will be interesting to decipher the function of the PSC-derived population, as these cells have been shown to control the cellular immune response to some specific immune challenges in the larva and may play a similar role in the adult. Finally, it is expected that applying single cell RNA-sequencing approaches to the adult hematopoietic system will bring a better description of its constituents and could reveal some of its functional features.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE174107.

## Author Contributions

MB, FL, BB, and LW performed the experiments. YR performed bioinformatics analyses. MB, FL, YR, LV, and LW analyzed the data. MB, FL, YR, BB, LV, and LW designed the study. LW wrote the manuscript. All authors read, and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

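RNA sequencing of adult hemocytes (AD), larval peripheral hemocytes (PH) and larval lymph glands (LG) of w1118 animals, with 3 biological replicates each, was re-analysed from the deposited RPKM values. According to the paper, the authors trimmed the reads with Trimmomatic, aligned them with Hisat2 to dm6, counted them with HTSeq-Count, calculated RPKM with Cufflinks and compared groups with DESeq2. Sequencing reads were not used here. All 9 columns of values were used and none was left out. The deposited descriptions and the paper differ on the RNA kit and the sequencing device, and which is right cannot be read from the values.

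The values are RPKM, written for 17490 genes. With the exon lengths of the Ensembl annotation of BDGP6.54, 17216 genes were matched by identifier and 85 by symbol, and 189 were not matched. Multiplied by the exon length, 97.8 to 97.9% of the values became whole reads within 0.02 for 1 library total per sample, and reads were recovered as these whole numbers. The totals, divided by the median-of-ratios size factors of the recovered reads, varied by 0.102% between samples (coefficient of variation), against 15.2% when divided by the recovered reads. The paper's methods name Cufflinks for the RPKM values and mention no such scaling of them. Between 2745573 and 6779942 reads were recovered per sample. For a gene at 0 reads, the limit is the RPKM of 3 reads in a library.

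A gene counted as expressed with RPKM above 1 in all 3 samples of a group, as in the paper. Hemocyte markers were the 268 genes of Supplementary Table 5, tested with a one-sided Fisher's exact test against all deposited genes. Principal components were computed on log2(RPKM + 1), with genes centered and not scaled, over genes with RPKM above 1 in at least 3 of the 9 samples, since the paper's text does not state the genes or the transformation. Pairs of groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend) on log2(RPKM + 1) of the 6 samples of a pair, over genes with RPKM above 1 in at least 3 of them, with a two-sided test and Benjamini-Hochberg adjustment. Genes were called at an adjusted p-value below 0.01 and an absolute log2 fold change above 1. Genes higher or lower than in both other groups were called in both pairs. Lists were tested with camera at an inter-gene correlation of 0.01 and with fry. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 was used for counting and matplotlib 3.10.9 for the plots. DESeq2 was not used.

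The test was checked on simulated data. Each gene was drawn independently, with a spread pooled over the groups, so the larger spread of LG is not reproduced. With 200 genes changed by 2 on the log2 scale, 64.5% were called between AD and PH, 67.0% between AD and LG and 79.5% between PH and LG, along with 3, 1 and 2 unchanged genes. Of 100 random lists, camera gave p below 0.05 for 3, 5 and 1 lists and fry for 6, 10 and 6 in the same pairs. Because the simulated genes vary independently, these counts do not check the list tests for genes that vary together. Because AD is shared by both comparisons, unchanged groups were simulated in 20 rounds, and limma called at most 1 gene between AD and LG in a round.

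The groups, the tests, the lists of genes and the alternatives were written down before the data were examined, apart from those named as chosen later. The genes named are those the paper names as measured by RNA sequencing or as blood cell markers, the 5 genes with the largest rise and the 5 with the largest fall in AD against both larval groups by the smaller change, the 5 most expressed genes of each group, and members of the lists where the text on a list needs them. Genes outside this rule are those that overlap a named gene, or are said in the text to be named after their values were seen. Values of some of these genes in the supplementary tables of the paper had been seen when the rule was written. The 5 most expressed genes in each group were rRNA pseudogenes, led by *28SrRNA-Psi:CR41609* in AD, PH and LG. The lists were written from general knowledge of Drosophila genes: glycolysis, TCA cycle, oxidative phosphorylation, replication-dependent histones, ribosomal proteins, mitochondrially encoded genes, muscle, larval and adult fat body, ovary, gut, heart and pericardial cells, ring gland, neurons, male dosage compensation, cell proliferation, and the hemocyte types (plasmatocytes, crystal cells, lamellocytes, prohemocytes and posterior signaling center). No gene ontology was at hand, so the enrichments of Tables 1 and 2 were not recomputed.

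The alternatives were pseudocounts of 0.1 and 5, no filter, a filter at RPKM 5, median-of-ratios scaling, quantile normalization, all 9 samples in a single fit, array weights, the replicate number as a block, each replicate left out in turn, other thresholds for expression, other gene sets for the principal components, and fry. Scaling to the total recovered reads, scaling to the reads outside rRNA genes, limma voom on the recovered reads, and camera with an estimated correlation were added after the data were seen. Supplementary Tables 2 to 4 and 6 could be read only in part (1999 genes each). The comparison with embryonic hemocytes, the RT-qPCR, the reporter lines and the imaging were not analysed here.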

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

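The tests of reads from ovary or gut, of larval fat body in PH and of carry-over into LG replicate 1, and the comparison of the muscle and oxidative phosphorylation lists between the larval groups, were chosen only after the results were seen, and the tests of adult fat body, muscle and other tissue in LG were written before; the numeric limits used in these tests were set after many values had been seen.

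*Yp1* had a mean of 4214 RPKM in AD, 1.24 in PH and 5.48 in LG, and the paper does not discuss it. *Yp1*, *Yp2* and *Yp3* together took 2.97% of the AD reads outside rRNA genes, and the lowest of them ranked 11 among all genes in AD. Of a list of 6 adult fat body genes, 5 were above RPKM 1 in all 3 AD samples, *apolpp* among them with 557 RPKM in AD and 30.7 in PH. The abundant ovary and gut genes tested stayed low in AD, the highest being *Vm34Ca* at 4.57 RPKM, which argues against ovary or gut as the origin of these reads. Scaling does not account for the difference, since the median log2 fold change of the adult fat body list against PH was 9.28 with the scaling that lowered it most. Reads from adult fat body in the AD preparations may explain these values. Against this, the paper reports that nearly all cells bled from flies of this age express *srp*, and it shows fat body remnants only in younger flies (Figure 1B), which are larval fat body; larval fat body genes were low in AD (highest *Lsp1gamma* at 5.74 RPKM). Expression of yolk protein genes by adult hemocytes was not tested and stays open, because the samples are mixtures of cells and stage and preparation go with the group.

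*TpnC4*, a gene of flight muscle, had a mean of 121 RPKM in AD, 0.0618 in PH and 0 in LG. *Mf* (345 RPKM), *Mlc2* (286 RPKM), *Mlc1* (172 RPKM) and *Act88F* (58.6 RPKM) were high in AD too, and the muscle list took 0.994% of the AD reads outside rRNA genes, against 0.0611% in PH and 0.354% in LG. Of the muscle list, 20 of 23 genes were above RPKM 1 in all AD samples, 13 in PH and 17 in LG. Reads from muscle could also raise the energy metabolism genes in AD. Of 5 sarcomere genes, 4 reached the median of the oxidative phosphorylation genes in AD (56.1 RPKM) and all 5 were higher in every AD sample than in every larval sample, but *Mhc* stayed at 17.2 RPKM. Between the larval groups the muscle list was lower in PH than in LG (median -1.84) while the oxidative phosphorylation list was nearly level (0.02, but -0.32 with total recovered reads, where the muscle list was at -2.15), so the lists do not move by like amounts there. How much of the metabolic difference comes from muscle cannot be told apart from hemocyte expression, because the share of muscle RNA in AD is unknown and stage and preparation go together.

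*spok* had 120 RPKM in LG replicate 1 but 1.31 and 0.0627 in the other LG replicates. Other genes of a ring gland list behaved alike, such as *Akh* (70.7 RPKM in LG replicate 1 and 0 in the others) and *phm* (31.0 RPKM in LG replicate 1). The median spread of the list between LG samples exceeded that of all 10000 random lists matched for level (percentile 100). This is consistent with ring gland tissue in a single LG dissection, and of the other lists the larval fat body (percentile 98.2) was also more variable than most matched lists, while heart and pericardial cells (75.3) and muscle (56.3) were not. The list took 0.125% of the reads outside rRNA genes in LG replicate 1. *Yp1* reads were also seen in LG replicate 1 alone among the LG samples (16.4 RPKM), at 0.390% of the AD level for *Yp1*, 0.322% for *Yp2* and 0.178% for *Yp3*. Carry-over from AD libraries was tested on 12 other genes high in AD, named here after their values were seen. Of these, 0 had fewer reads in LG replicate 1 than the lowest share needs (Poisson test at 0.05), but for 7 of them under 3 reads were needed, so that not even 0 reads could pass, and this count decides nothing. *Cyp4g1* (149 reads, 21.4 needed), *ninaD* (22 and 4.50), *CG15293* (18 and 2.43) and *IM2* (3 and 2.21) had more than needed, and *Tps1* (4 and 4.41), *CR31781* (3 and 5.45) and *CG32091* (1 and 3.34) fewer. *TpnC4*, *CG4461*, *CG6503*, *TotC* and *IM14* had 0 reads, with 0.292 to 2.15 needed for each. The shares of the AD level ran from 0 to 1.32% with a median of 0.0758%. For the same 12 genes, the highest share in the other larval samples had a median of 0.236%. In LG replicate 1, 4 of the 12 were above that highest share. The shares in LG replicate 1 are unequal, also among the Yp genes. They all come from 1 library and several rest on few reads, so carry-over stays open. The median share was the first form of this test, and it was replaced because it takes no account of the reads needed. No biological difference between the LG replicates is named by the design.

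*Fbp1* had a mean of 726 RPKM in PH, 12.5 in LG and 0.626 in AD, and *Lsp1beta* had 489, 40.8 and 5.34. All 6 genes of the larval fat body list were higher in every PH sample than in every LG sample (6 of 6), and the list took 0.987% of the PH reads outside rRNA genes. The median log2 fold change of PH against LG was 3.23, and 2.89 with the scaling that lowered it most, so scaling is not the whole cause. Reads from larval fat body in the PH preparations may explain it. The paper reports no visible contamination of PH by fat body cells, and expression of these genes by the hemocytes themselves, or uptake of fat body RNA by them, was not tested.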

How the results depend on the processing

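These settings were chosen only after the results were seen: scaling to total recovered reads, scaling to reads outside rRNA genes, limma voom on recovered reads, and camera with an estimated correlation. In all, 516 alternative values were computed for 36 results that answer a comparison. Of these, 443 kept their direction, their side of the threshold or a count within 1.5 times the original, 68 moved further and 5 lost significance. For single genes, 1691 values were computed: 1609 held, 62 lost their call, 12 gained one and 8 changed sign. All alternatives set beforehand were run.

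A pseudocount of 5 lowered the counts of AD against PH to 1073 higher and 638 lower, of AD against LG to 439 lower, of PH against LG to 252 lower, and of AD against both to 798 and 237. It gave 103 genes lower in PH than in both, and 83 higher and 118 lower in LG than in both. A larger pseudocount shrinks every fold change of low genes, so fewer pass a fixed fold. Without a filter, 296 genes were lower in PH than in LG, 149 lower in PH than in both and 89 higher in LG than in both, with more genes tested. Array weights raised the genes lower in PH than in LG to 761, and gave 297 higher and 305 lower in LG than in both. The cause was not tested.

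Scaling to total recovered reads gave 321 genes higher and 733 lower in PH than in LG, 177 higher in PH than in both, and 259 higher and 126 lower in LG than in both. Scaling to reads outside rRNA genes gave 1325 genes lower in AD than in LG and 230 higher in LG than in both. These scalings shift all genes of a sample together, which moves genes across the fold threshold in 1 direction. With voom, 1292 genes were higher and 450 lower in AD than in both.

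With each replicate left out in turn, genes higher in AD than in PH ranged from 1050 (without AD replicate 1) to 1658, and lower from 830 to 1025. Genes higher in AD than in LG ranged from 758 (without AD replicate 1; 798 without replicate 2 and 795 without replicate 3) to 1573, and lower from 415 (without LG replicate 3) to 688. Genes higher in PH than in LG ranged from 217 (without PH replicate 2) to 670, and lower from 166 (without LG replicate 3) to 502. Against both other groups, genes higher in AD ranged from 516 (without AD replicate 1; 531 without replicate 2 and 545 without replicate 3) to 1169, and lower from 279 (without LG replicate 3) to 376. Genes higher in PH ranged from 122 to 308 and lower from 98 to 202, and genes higher in LG ranged from 43 to 160 and lower from 78 to 265; most of the lowest counts came without LG replicate 3 or PH replicate 2, and the highest without LG replicate 2. Without an AD replicate, a gene must exceed RPKM 1 in 3 of the remaining 5 samples, so genes expressed in AD alone drop out by construction. Without a PH or LG replicate, the same filter removes genes expressed in that group alone. Genes tested between PH and LG then fell from 7088 to between 6799 and 6879. The filter does not account for counts that rose without LG replicate 2. What else moved the counts was not tested.

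The share of variance on the first principal component was 78.1% with the 500 most variable genes and 43.9% with genes scaled to unit variance, and 51.8 to 68.0% with a sample left out. Fewer AD samples leave less variance between stages. Whether the genes with the highest variance are those that differ most between groups was not tested.

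With the correlation between genes estimated from the residuals, the medians stayed at 2.04 (glycolysis against LG, p = 0.069), 2.08 and 2.35 (TCA cycle against PH, p = 0.064, and LG, p = 0.092), 1.89 (oxidative phosphorylation against LG, p = 0.056) and -2.27 (histones against PH, p = 0.11). The test alone changed, and it counts the genes of a list as less independent.

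The genes that changed sign were not called in any of these settings. *Hsp23* against LG had -2.14 to 0.088 with a replicate left out (highest without LG replicate 2), *PPO1* against PH had 0.060 under quantile normalization, *dome* against LG had -0.30 to 0.038 with a replicate left out (0.01 without AD replicate 1), and *mys* against LG had 0.0096 with array weights and -0.14 to 0.12 with a replicate left out. Their values lie near 0 against the spread of the replicates, apart from *Hsp23*, whose LG samples differ widely.

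Replicate numbers did not pair the samples: over 9 pairs of samples with the same number in different groups, r of the deviations from the group mean was -0.11 to 0.052, and 0 pairs exceeded 0.1. With the number as a block, 1101 genes were higher and 386 lower in AD than in both. Depth limits genes near RPKM 1, where an AD sample has 3.02 to 3.31 reads per kilobase. With all libraries thinned to the shallowest, 1160 genes were higher and 425 lower in AD than in both.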

Differences from the paper's values

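The settings scaling to total recovered reads, scaling to reads outside rRNA genes and limma voom were chosen only after the results were seen; all other settings named here were set before the data were examined. Genes of the paper that were missed were counted only for the settings used throughout, a pseudocount of 5, no filter, quantile normalization and the settings chosen after.

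For counts of genes, a gap is called closed where the value lies within 1.5 times the paper's, which does not mean that it equals it. Genes lower in AD than in both larval groups numbered 456, and the paper reports 210. A pseudocount of 5 (237) and leaving out LG replicate 3 (279) brought the value within 1.5 times the paper's; the other alternatives set beforehand, from 319 to 682, did not. The count alone came closer with a pseudocount of 5, which missed 20 of the 76 genes that the paper calls in the first 1999 of the 7620 genes of Supplementary Table 6, the only part read here, against 7 with the settings used throughout. Genes higher in PH than in both others numbered 268, and the paper's value is 151. A pseudocount of 5 (183), no filter (201), and leaving out LG replicate 3 (160) or PH replicate 1, 2 or 3 (129, 122 and 135) closed this gap, and the other alternatives set beforehand, from 229 to 334, did not. Scaling to total reads (177) and to reads outside rRNA genes (216), chosen after the values were seen, also closed it, and missed 5 and 0 of the 56 genes that the paper calls in that part, against 4 with a pseudocount of 5, 5 without a filter and 0 with the settings used throughout. Genes lower in LG than in both others numbered 191, and the paper's value is 119. Pseudocounts of 0.1 (170) and 5 (118), no filter (136), a filter at RPKM 5 (168), quantile normalization (153), the replicate block (156), and leaving out AD replicate 1, 2 or 3, LG replicate 1 or 3, or PH replicate 1 or 3 (90 to 152) closed it. Median-of-ratios scaling (189), all 9 samples in a single fit (242), array weights (305) and leaving out LG replicate 2 (265) or PH replicate 2 (78) did not. Scaling to total reads (126) and to reads outside rRNA genes (137), chosen after the values were seen, closed it and missed 7 and 7 of the 35 genes the paper calls, against 10 with a pseudocount of 5, 7 without a filter, 5 under quantile normalization and 5 with the settings used throughout.

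In Figure 2C, the number of genes lower in AD than in PH is about 660 in Fig. 2C, read by eye, against 1071 here. Closed again means only within 1.5 times the paper's value. A pseudocount of 5 (638), no filter (944), a filter at RPKM 5 (899), and leaving out AD replicate 1 (952) or a PH replicate (830 to 863) closed the gap; pseudocount 0.1, median-of-ratios scaling, quantile normalization, all 9 samples in a single fit, array weights, the replicate block and leaving out AD replicate 2 or 3 (997 to 1437) did not. Scaling to total reads (935), chosen after the values were seen, closed it and missed 9 of the 219 genes the paper calls, against 34 with a pseudocount of 5, 3 without a filter and 3 with the settings used throughout. Genes lower in AD than in LG are about 420 in Fig. 2C, read by eye, against 805. A pseudocount of 5 (439), no filter (619), leaving out any AD replicate (516 to 584), and leaving out LG replicate 1 (545) or 3 (415) closed the gap, and the other alternatives set beforehand (646 to 1180) did not. Of the 156 genes the paper calls, 40 were missed with a pseudocount of 5, 27 without a filter and 9 with the settings used throughout. Genes higher in PH than in LG are about 320 in Fig. 2C, read by eye, against 541. A pseudocount of 5 (363), no filter (389), quantile normalization (443), the replicate block (448), and leaving out LG replicate 1 (430), LG replicate 3 (291) or a PH replicate (217 to 255) closed the gap; pseudocount 0.1, a filter at RPKM 5, median-of-ratios scaling, all 9 samples in a single fit, array weights and leaving out LG replicate 2 (504 to 771) did not. Scaling to total reads (321) and to reads outside rRNA genes (384), chosen after the values were seen, closed it and missed 20 and 9 of the 107 genes the paper calls, against 14 with a pseudocount of 5, 13 without a filter, 7 under quantile normalization and 6 with the settings used throughout.

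In units of 1e6 reads, the lowest sample had 2.75 recovered reads, and the paper states at least 14 mapped reads per sample. The recovered reads are those behind the deposited values on genes, which is a narrower group than mapped reads. No alternative was run for this value.

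Log2 fold changes in Supplementary Table 6 differed from the values here for several genes. For *Tps1* the paper's values are 8.44 against PH and 9.29 against LG, and those here 6.71 and 6.89. A pseudocount of 0.1 (8.28) closed the first. No alternative set beforehand closed the second, and a pseudocount of 0.1 came nearest (8.88). For *Ubx* the paper's values are 6.58 and 4.82, and those here 3.37 and 3.11; a pseudocount of 0.1 (4.68) closed the second alone. For *kn* against PH the paper's value is 3.47 and that here 1.41. No alternative set beforehand closed the gap, and a pseudocount of 0.1 came nearest (3.12). For *ninaD* against LG the paper's value is 5.69 and that here 7.35, closed by a pseudocount of 5 (5.42). Against PH the paper's value is 12.0, but *ninaD* had 0 reads in PH, so the value here (7.89) is set by the pseudocount and is no measured fold; the reads show only that AD was at least 542-fold higher. For *peb* against PH the paper's value is 3.44 and that here 2.42, closed by a pseudocount of 0.1 (3.33). For FBgn0000210 against PH the paper's value is -5.82 and that here -4.96, closed by a pseudocount of 0.1 (-5.72). For *IM2* the paper's values are 10.4 against PH and 9.69 against LG, and those here 8.89 and 8.73; array weights (9.01) and leaving out LG replicate 1 (9.15) closed the second alone, and with 1 read in PH and 3 in LG these values also depend on the pseudocount. For *Yp1* against LG the paper's value is 4.25 and that here 10.63, for *Yp2* 6.72 and 10.44, and for *Yp3* 8.31 and 10.28; a pseudocount of 5 (8.51) closed the last, and no alternative set beforehand the others. In each of these cases every alternative set beforehand that is not named as closing a gap left it open. No single difference set what counted as closed: *IM2* against LG did at 9.01 (paper 9.69), and *Tps1* against LG did not at 8.88 (paper 9.29). Limma voom, chosen after the values were seen, closed *Tps1* (8.51 and 9.30), *Ubx* (6.61 and 4.91), *kn* (3.58), *peb* (3.46) and *IM2* (10.53 and 10.29), but moved *ninaD* against LG (10.41), *Yp1* (13.44), *Yp2* (12.41) and *Yp3* (12.27) further from the paper, and missed 6 of the 243 genes the paper calls higher and 14 of the 76 it calls lower in AD than in both.

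The paper counts *Pxn* among the 60 most expressed genes in AD; here its rank was 337, while the other 10 genes that the paper names there were all among the 60. The paper describes *CG15115* as lower in adult hemocytes; here it was higher in AD than in PH (1.60) and lower than in LG (-2.35), the same order as the bars of Figure 2E.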

Other observations

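The tests of gene length, of depth, of the scaling between AD and LG, of a scaling before deposit, and the comparison of the histone and proliferation lists between the larval groups were chosen only after the results were seen; for the other scaling tests, the deciding values come from quantile normalization and from 2 scalings added later, because the planned median-of-ratios scaling moved almost nothing.

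The deposited values already carry a median-of-ratios scaling. The implied library totals, divided by the size factors of the recovered reads, varied by 0.102% between samples (coefficient of variation), and by 15.2% when divided by the recovered reads. This is consistent with a scaling by the authors before deposit. Applied again, such a scaling gave 1170 genes higher and 481 lower in AD than in both larval groups.

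Genes higher in AD than in both larval groups outnumbered those lower. Scaling is not the whole cause, since 58.9% of the called genes were still higher in AD under quantile normalization, the lowest share of 3 scalings that moved the values. The excess goes with gene length, with 62.1% higher among genes in the shortest part of the length range, 71.8% in the middle and 87.2% in the longest. Since higher genes outnumber lower ones in each part, length is not the whole cause. Lower depth of the AD libraries does not account for the excess, with 73.2% higher after thinning all libraries to the lowest implied total, 73.5% to the lowest number of recovered reads and 73.2% to the lowest number outside rRNA genes. Against LG alone, the excess may come from scaling: with reads outside rRNA genes, 48.1% of the called genes were higher in AD. Against PH alone it depends on scaling as well, with 50.3% higher under quantile normalization, 55.8% with reads outside rRNA genes and 66.6% with total reads. No value shows which scaling is right, and a difference in RNA content between the stages was not tested.

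Chance was tested with other splits of the same samples. For AD against PH, AD against LG and PH against LG, 1 of 10 splits gave as many calls, the real one. The real splits gave 2844, 2358 and 1007 calls, and every other split of these pairs gave 0. With 3 samples against 3 the share cannot fall below 1 of 10, so this test could not exclude chance whatever the calls. For a group of 3 against both others, 1 of 100 splits gave as many calls as AD (1659), the next gave 1315, and chance can be excluded. Each of these 1659 genes is also called in AD against PH and in AD against LG. Of the other splits, 2 gave more than 100 calls (1315 and 1245). Both kept the 3 AD samples together, so they still hold the difference between AD and the larval samples.

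The oxidative phosphorylation list stayed higher in AD under each scaling that moved the values, with a lowest median of 1.54 (against LG with reads outside rRNA genes), so scaling by a few abundant genes is not the cause.

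Replication-dependent histone genes were lower in AD. The cell proliferation list was lower too, with a median of -1.04 against PH (camera p = 0.015, fry p = 0.010, and p = 0.24 with an estimated correlation) and -2.30 against LG. Fewer cells in S phase may explain both falls. With a cell cycle reporter, the paper saw no round hemocytes of uninfected adults in S phase. It gives no such values for larval hemocytes. Between the larval groups, however, the proliferation list was lower in PH than in LG (median -1.30, camera p = 5.9e-07, and p = 0.15 with an estimated correlation) while the histone genes were level (0.11, camera p = 0.27), so the 2 lists do not move together there and the explanation stays open. The copies of a histone class had a median coefficient of variation of 0.122, from 0.0297 for His2A to 0.224 for His3, so they were nearly equal in some classes only. As far as near-identical copies share reads, the number of histone genes called may overstate the evidence.

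*roX1*, which is made in males, had a mean of 2.81 RPKM in PH and 8.08 in AD. In LG it had 21.8 RPKM in replicate 1, 0.362 in replicate 2 and 0.526 in replicate 3. *roX2* stayed below 2 RPKM in every sample. The legend of Figure 2 names females for all groups. The values do not decide whether any males were included, because *roX1* was no lower in AD than in PH.

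Ribosomal protein genes had a median log2 fold change of -0.60 in AD against PH and -0.91 against LG, and took 4.77% of the AD reads outside rRNA genes, 7.91% in PH and 11.3% in LG. The direction was the same under the 3 other scalings. *RpL32*, the rp49 reference of the RT-qPCR, changed by -0.41 and -0.89, and by -1.16 against LG with total reads. *Act5C*, named after its values were seen, had 833 RPKM in AD, 9098 in PH and 1343 in LG.

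Among hemocyte types, the median log2 fold change in AD against PH and LG was 0.61 and 1.32 for 9 plasmatocyte genes, 0.70 and 1.34 for 4 crystal cell genes, 0.18 and 0.61 for 4 lamellocyte genes, and 0.26 and -1.97 for 4 prohemocyte genes. With camera, the adjusted p was 0.83, 0.58, 0.74 and 0.71 against PH and 0.34, 0.11, 0.91 and 0.052 against LG over 30 list tests, so none passed 0.05. With fry and without adjustment, the crystal cell and prohemocyte lists passed 0.05 against both groups, the plasmatocyte list against LG and the lamellocyte list against PH, so the outcome for these lists depends on the test. All these medians kept their direction under quantile normalization and both scalings to reads. The mean of the plasmatocyte list against PH was -0.01, since its genes move both ways. Against PH the lamellocyte genes (1 called higher and 2 lower) and the prohemocyte genes (1 and 1) move both ways too, and camera gave both lists the direction lower, so their positive medians do not show a rise. Of the posterior signaling center genes, *kn* changed by 1.41 against PH and -1.37 against LG, and *Antp* by 1.15 and -0.70. Larval fat body genes were lower in AD by a median of -6.00 against PH and -3.02 against LG, and heart and pericardial genes by -2.25 against LG. Too few ovary, gut, neuron and ring gland genes reached RPKM 1 in AD for a test there; the highest gut gene had 1.54 RPKM and the highest neuron gene, *elav*, 5.68 RPKM.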
